# Attenuation of photosynthesis in nanosilver-treated *Arabidopsis thaliana* is inherently linked to the particulate nature of silver

**DOI:** 10.1016/j.heliyon.2024.e27583

**Published:** 2024-03-07

**Authors:** Vincent Mays, Natalie Smith, Cody Pham, Margaret White, Qihua Wu, Jacob Berry, Alexander Linan, D. Alexander Wait, Laszlo Kovacs

**Keywords:** Nanosilver, Silver ions, Arabidopsis, Chlorophyll, Photosynthesis, Phytotoxicity, RNA-Seq

## Abstract

Silver nanoparticles (AgNPs) are known to affect the physiology and morphology of plants in various ways, but the exact mechanism by which they interact with plant cells remains to be elucidated. An unresolved question of silver nanotoxicology is whether the interaction is triggered by the physical features of the particles, or by silver ions leached from their surface. In this study, we germinated and grew *Arabidopsis thaliana* seedlings in synthetic medium supplemented with sub-morbid concentrations (4 μg/mL) of AgNPs and silver nitrate (AgNO_3_). This treatment led to *in planta* accumulation of 106 μg/g and 97 μg/g of silver in the AgNO_3_- and AgNP-exposed seedlings, respectively. Despite the statistically indistinguishable silver accumulation, RNA sequencing data demonstrated distinct changes in the transcriptome of the AgNP-exposed, but not in the AgNO_3_-exposed plants. AgNP exposure induced changes in the expression of genes involved in immune response, cell wall organization, photosynthesis and cellular defense against reactive oxygen species. AgNO_3_ exposure, on the other hand, caused the differential expression of only two genes, neither of which belonged to any AgNP-enriched gene ontology categories. Moreover, AgNP exposure led to a 39% reduction (p < 0.001) in total chlorophyll concentration relative to untreated plants which was associated with a 56.9% and 56.2% drop (p < 0.05) in carbon assimilation rate at ambient and saturating light, respectively. Stomatal conductance was not significantly affected by AgNP exposure, and limitations to carbon assimilation, as determined through analysis of light and carbon dioxide (A/Ci) curves, were attributed to rates of electron transport, maximum carboxylation rates and triose phosphate use. AgNO_3_-exposure, on the other hand, did not lead to significant reduction either in chlorophyll concentration or in carbon assimilation rate. Given these data, we propose that the impact of AgNPs cannot be simply attributed to the presence of the metal in plants, but is innate to the particulate nature of nanosilver.

## 1 Introduction

The manufacturing and application of engineered nanomaterials (ENMs), particles that are less than 100 nm in at least one dimension, are gaining momentum at a rapid pace [1]. Silver nanoparticles (AgNPs) are among the most widely used metal-based ENMs. To utilize their unique physicochemical, electronic, optical, and antimicrobial properties, AgNPs are incorporated into electronic and biomedical devices, paints, textiles, food packaging, hygiene products, and cosmetics [2]. The use of AgNPs as biostimulants, nanopesticides, and nanofertilizers on crops is considered a viable option to improve agricultural production (reviewed by Ref. [3]. As the volume of production and breadth of applications of AgNPs expand, so does their environmental release in the form of agricultural run-off, wastewater effluent and consumer solid waste [4,5]. To properly assess the risk associated with nanosilver pollution, it is essential to have an understanding of how AgNPs interact with living organisms.

AgNPs have been shown to be both beneficial and harmful to plants, in a particle size-, particle concentration- and plant species-dependent manner, but the exact mechanisms of their interaction with plant cell components remain to be elucidated [6]. AgNPs are thought to primarily enter plants through the roots, in a size-dependent manner. It has been shown that AgNPs of <40 nm-size are able to pass directly through the cell wall and be transported through the shoot system [7,8]. The harmful effects of *in planta* AgNPs has been demonstrated at the morphological level by the reduction in root and shoot length and the decrease in biomass [9,10]. At the physiological level, AgNP exposure has been shown to reduce chlorophyll and carotenoid contents and decrease photosynthesis [[9], [10], [11]]. At the cellular level, AgNPs damage cytoplasmic membranes and the cell wall, cause plasmolysis and vacuolization, and induce malformations in chloroplasts and mitochondria [[12], [13], [14]]. Results from numerous studies are in agreement that AgNPs trigger an elevated level of reactive oxygen species (ROS) (reviewed in Refs. [6,15,16]). However, Ag^+^ ions, which are known to leach from AgNPs [17], have also been shown to induce ROS production in a similar way [12]. This raises the possibility that silver nanotoxicity may be due to Ag ^+^ dissociated *in planta* from the surface of AgNPs, rather than its particulate nature. AgNP dissolution is well studied and depend upon several environmental factors including pH, ionic strength, redox conditions, and organic matter [[18], [19], [20], [21], [22], [23], [24]]**.**

In this study, we sought to test the hypothesis that nanosilver phytotoxicity is linked to the particulate nature of silver. To assess this, we exposed *Arabidopsis thaliana* seedlings to equal sub-morbid concentrations (4ug/mL) of either AgNPs or AgNO_3_. This mild treatment avoids triggering excessive levels of ROS, which themselves are stress factors and could mask the impact of the primary stressor. We also minimized dissociation of Ag^+^ ions from AgNPs by buffering the pH of the medium at 7.0. If Ag^+^ alone is responsible for phytotoxicity, then the accumulation of equal quantities of Ag in plants would be expected to induce comparable changes in gene expression and physiological functions. Though similar experiments have been reported previously [3,10,11,13,[25], [26], [27]], our approach differs in that we ensured similar *in planta* Ag concentrations in both nanosilver and Ag ^+^ treatments, and that both our transcriptomic and physiological data were generated from independently repeated experiments as opposed to biological replicates.

## 2 Materials and methods

### 2.1 Nanoparticles, culture media, and experimental design

The AgNPs used in this study were 20 nm-diameter quasi-spherical neutral silver core particles stabilized by a citrate shell. They were purchased as a colloidal preparation in 2 mM sodium citrate (PELCO® NanoXactTM particles) from Ted Pella, Inc. (Redding, California, USA). The size of AgNPs was validated with dynamic light scattering (DLS) using a Nano-flex II instrument (Colloid Metrix, Inning, Germany). Treated plants were grown axenically in culture medium supplemented with AgNPs or AgNO_3_. Control plants were grown in non-modified medium. The culture medium was composed of half-strength Murashige and Skoog nutrients with Gamborg's vitamins supplemented with 2.5% MOPS buffer and 0.8% agar. The final pH was adjusted to 7.0 using 100 mM KOH. The medium was sterilized in an autoclave at 121 °C for 20 min. Once cooled to 55 °C, it was supplemented with sterilized water (control), AgNP suspension or AgNO_3_ solution for a final concentration of 4 μg/mL. After adding the supplement, the medium was sonicated for 2 min to prevent particle aggregation. Carbenicillin (50 μg/mL) and amphotericin B (2.5 μg/mL) were added to ensure axenic growth conditions. Plants were grown in blocked environments (Petri dishes) in three technical replicates within each biological repeat.

### 2.2 Plants and culture conditions

The experiments were performed on *A. thaliana* Col-0 ecotype. Seeds were sterilized for 3 h in chlorine gas generated by combining 3 mL of concentrated HCl with 100 mL of 6% NaOCl (Clorox bleach). The sterile seeds were then pipetted in a 10 x10 grid on the surface of the agar-solidified plant culture media in Petri plates under axenic conditions. The plates were then wrapped with Parafilm, and the seeds stratified at 4 °C in the dark for 3 days. Following stratification, the Parafilm seal was removed, the plates were placed in unsealed sandwich-sized plastic bags and transferred to a Conviron Adaptis A1000-AR Growth Chamber (Winnipeg, Manitoba, Canada) for 14 days (21 days for gas exchange measurements). Plants were grown at 25 °C, in a 10-h light/14-h dark diurnal cycle. During the entire growth period, the plates were randomly rearranged daily in the growth chamber to mitigate positional effect.

### 2.3 Carbon assimilation measurements

Gas exchange was measured in nine replicates per biological repeat using a LI-6400 XT portable photosynthetic system with a 6 cm^2^ leaf chamber (LI-COR Biosciences at Lincoln, Nebraska, USA). The infrared gas analyzer was factory-calibrated prior to the initiation of the experiments. During measurements, the flow rate was set to 300 μmol/s and fan speed to slow. Block temperature was set to 25 °C and leaf temperatures varied between 23 and 25 °C. Relative humidity was controlled to be between 70% and 75%. A section of agar-solidified medium with complete 21- day-old seedlings was placed on filter paper. Leaf area was measured after gas exchange analysis by placing samples on a grid and determining leaf area to 0.5 cm^2^. Leaf area varied between 4 and 6 cm^2^ for all measurements. Samples were randomly chosen and measured for 30–40 min at 3–6 h after the start of the diurnal light period to allow stable photosynthetic rates, stomatal conductance, and transpiration rates. The following measurements were taken: ambient photosynthetic rate (A_amb_), photosaturated photosynthetic rate (A_max_), photosynthetic responses to photosynthetically active radiation (PAR), and photosynthetic responses to carbon dioxide (A/Ci). A_amb_ is the rate of carbon assimilation at growth light levels in the growth chamber, which was 150 μmol/m^2^/s at growth CO_2_ levels (400 μmol CO_2_/m^2^/s). Measuring at growth, PAR indicates the efficiency at which the seedling assimilates CO_2_ in the chamber during its growth. A_max_ is the rate of carbon assimilation at saturating light (PAR of 500 μmol/m^2^/s). For determining photosynthetic responses to PAR, data were recorded at five light levels (0, 50, 150, 300, and 500 μmol/m^2^/s) and with CO_2_ maintained at 400 μmol CO_2_/m^2^/s. For determining photosynthetic responses to CO_2_ level, data were recorded at five light levels (0, 50, 200, 400, and 700 μmol CO_2_/m^2^/s), and light intensity was maintained at 500 μmol/m^2^/s for A/Ci curve measurements. A curve-fitting program developed by Sharkey [28] was used to estimate the maximum rate of electron transport at saturating light (J_max_), the initial slope of J (Φ), and the convexity factor (Θ). Light response curve analysis was done on the basis of the following data: leaf temperature (T_leaf_), atmospheric pressure (P_atm_), day respiration (R_d_), ambient O_2_, mesophyll conductance (g_m_), photosynthesis rate (A), intracellular concentration (Ci), and light intensity. R_d_ was assigned as the datum point measured at the lowest light intensity (PAR = 0 μmol/m^2^/s). P_atm_ = 97.7 kPa at 304 m elevation, O_2_ = 21 kPa, and g_m_ = 2 μmol/m2/s Pa-1 were kept constant for all treatments.

### 2.4 Chlorophyll extraction and concentration measurement

Following the 14-day growth period, leaves were harvested and then stored at −80 °C until processing. Tissue was homogenized in liquid nitrogen, suspended in 5 mL of 80% acetone solution in light-protected 15-mL Falcon tubes and incubated in the dark for 30 min. Following centrifugation (15 min, 3000 rpm at 4 °C), the supernatant was transferred into a fresh, light-protected Falcon tube. One mL of the supernatant was removed from each sample and a BioMate 3 spectrometer (Thermo Fisher Scientific, Madison, Wisconsin, USA) was used to measure absorbance values at 663 nm and 645 nm. The equations of Arnon [29] were used to calculate the concentration of total chlorophyll and of chlorophyll A and B.

### 2.5 Inductively coupled plasma optical emission spectroscopy (ICP-OES) analysis

The concentration of Ag and 9 other elements in the plants was quantified using an inductively coupled plasma-atomic emission spectrometry (ICP-OES) instrument (Thermo Scientific iCAP7400 Duo). Plant shoot system and whole plants were rinsed with DI water and dried at 50 °C for 4 days. Dried samples of 0.01–0.2 g were transferred into open glass vials and wet-digested by 3 mL of 70% nitric acid at 130 °C for 1 h, followed by 1 mL of hydrogen peroxide (30%) at 130 °C for a subsequent hour. Digested samples were diluted to a volume of 5 mL with DI water and filtered by 0.45 μm PTFE filter prior to test. ICP-OES analyses were conducted according to Environmental Protection Agency method 200.7 [30] with minor modifications. Reagent blank and standard solutions with known amounts of standard mixtures were used for quality control (QC) purposes. The accuracy of the test method was monitored by analyzing QC standards for every 10 samples. The method was validated in respect of method detection limit (MDL), linearity range and repeatability. Spike recovery was determined by adding known amounts (50 μg/g to 1000 μg/g) of analytes into sample matrices and the response was measured by ICP-OES and compared to the identical spike concentrations in the standard solution. Average percent recoveries are reported in Table 1.

**Table 1:** Concentration of silver and nine other elements in Arabidopsis seedlings grown in 4 μg/mL AgNP- or 4 μg/mL AgNO3-supplemented medium across three biological replicates. Spike recovery was determined by adding a known amount (50 μg/g to 1000 μg/g) of analytes into sample matrices. Each response was measured by ICP-OES and compared to the identical spike concentrations in the standard solution. Each value represents the mean ± SD of three technical replicates.

Elements	Plants Grown on AgNP Medium			Plants Grown on AgNO3 Medium			Spike Recovery (%)
	(μg/g dry plant mass)			(μg/g dry plant mass)			50–1000 μg/L
	Rep 1	Rep 2	Rep 3	Rep 1	Rep 2	Rep 3	
Ag	87.25 ± 22.21	106.06 ± 24.23	97.67 ± 4.86	102.05 ± 18.86	115.12 ± 22.61	100.60 ± 11.61	97.27 ± 3.55
Zn	126.52 ± 11.79	132.65 ± 23.69	117.59 ± 11.89	144.32 ± 10.51	156.07 ± 4.10	148.29 ± 19.32	96.20 ± 4.43
Fe	91.30 ± 20.01	93.10 ± 4.04	83.44 ± 6.68	109.70 ± 5.57	100.71 ± 5.43	95.96 ± 7.91	92.58 ± 1.26
Al	186.39 ± 38.76	185.75 ± 62.11	136.55 ± 29.26	231.66 ± 144.98	260.54 ± 91.35	199.28 ± 90.53	98.14 ± 2.09
Cu	9.93 ± 0.94	11.34 ± 4.18	16.95 ± 13.79	19.96 ± 9.12	27.52 ± 16.04	30.83 ± 18.48	91.56 ± 2.30
K	40971.46 ± 3101.62	42264.10 ± 708.44	39360.88 ± 6544.85	47675.10 ± 1286.59	42537.20 ± 1410.77	42298.68 ± 1812.64	98.17 ± 4.02
Mg	2323.37 ± 120.13	2454.74 ± 185.98	2182.54 ± 415.63	2683.45 ± 218.41	2711.85 ± 307.19	2410.17 ± 146.17	109.65 ± 10.32
Mn	247.69 ± 72.26	259.56 ± 48.71	192.91 ± 4.07	218.90 ± 53.23	217.87 ± 17.05	251.48 ± 32.53	109.35 ± 8.67
Na	15509.43 ± 1152.67	16845.23 ± 1417.84	15846.31 ± 1337.39	14259.73 ± 1787.16	14388.67 ± 1112.69	12007.63 ± 1671.91	121.53 ± 11.62
Ca	3939.30 ± 325.26	4225.20 ± 238.10	3758.17 ± 666.93	4767.56 ± 318.15	4804.17 ± 510.45	4269.28 ± 212.54	115.52 ± 8.76

### 2.6 RNA extraction, RNA-seq library construction and sequencing

RNA extraction and RNA-seq analysis were done at two separate times, first for control vs. AgNPs and later for control vs. AgNO_3_, due to budgetary constraints. Total RNA was extracted from 14-day-old plants using the Trizol reagent (Invitrogen, Carslbad, California, USA). In all experiments, RNA extraction was performed 3 h after the start of the light period to mitigate the effect of the diurnal cycle on gene expression. RNA samples were further purified using the RNeasy Extraction Kit by Qiagen (Hilden, Germany) following the manufacturer's guidelines. mRNA purification and RNA-seq library construction were performed using the TruSeq Stranded mRNA Sample Preparation Kit by Illumina Corporation (San Diego, California, USA) following the low sample-size protocol. In brief, poly(A) mRNA was selected from 1 μg of total RNA using poly(T) beads. The selected mRNA was fragmented, purified, and reverse-transcribed into cDNA. The cDNA underwent end-repair, adapter ligation, and strand selection to generate stranded sequencing libraries. The libraries were purified, amplified, and sequenced (100-bp read-length) on two flow cells of an Illumina HiSeq 2500 Sequencing System at the Genome Sequencing Facility of the University of Kansas Medical Center.

### 2.7 RNA-seq analysis

RNA-seq analysis for differential gene expression was performed using the bioinformatics software CLC Genomics Workbench v7.0.4, v9.5.1. and v20.0.4 (Qiagen Bioinformatics, Redwood City, California, USA). Samples were imported as paired reads, then filtered based on length (between 15 and 1000 nt) and quality (limit 0.05) using default parameters. Fifteen nucleotides were deleted from the 5’ end of all reads to remove any remaining adapter sequences. Reads were mapped to the *A. thaliana* TAIR10 reference genome sequence, downloaded from the ENSEMBL database using default parameters in the forward direction. Expression data from mapped reads were normalized as the number of reads per kilobase per million reads mapped (RPKM). Differentially expressed genes (DEGs) were identified through pairwise comparison of control and AgNP treatment libraries. DEGs were defined as transcripts that were at least 2-fold up- or down-regulated at a p-value of less than 0.05.

### 2.8 Real-time quantitative PCR (RT-qPCR) analysis

To independently confirm the results of our RNA-seq analyses, we selected eight DEGs identified by RNA-seq and performed RT-qPCR on RNA samples from an independently repeated experiment as well as the same RNA samples that were subject to RNA-seq. Genes AT3G18780 or AT4G02080 were used as reference to normalize expression. cDNA synthesis was performed using the SuperScript® II Reverse Transcriptase kit, the SuperScript™ IV Reverse Transcriptase Kit or the First-Strand cDNA Synthesis Kit from Invitrogen using 1 μg of RNA and random primers at 100 ng/μL concentration. Primer pairs were designed based on sequence data obtained from The Arabidopsis Information Resource (TAIR) database [31]. qPCR experiments were performed using the GoTaq qPCR Master Mix (Promega Corp., Madison, Wisconsin) or Power SYBR Green PCR Master Mix (Applied Biosystems, Dublin, Ireland). Primer efficiency for each primer pair was determined on a series of 5-fold cDNA dilutions in quadruplicates.

### 2.9 Statistical methods

Experiments were performed in three biological repeats, which were true repeats in that they were carried out sequentially and independently on newly prepared media and freshly sterilized batches of seed. Each biological repeat included three replicates in which 100 seedlings were grown in blocked environments (Petri dishes). For RNA-seq, chlorophyll concentration and ICP-OES measurements, experiments were performed on each replicate of each repeat individually, except that in RNA-seq individually extracted and quantitated technical replicates were pooled before library construction. In chlorophyll concentration measurements, two spectrophotometric readings were taken and the mean value was used for each replicate. Gas exchange and qPCR experiments were also performed in three biological repeats, using nine and two technical replicates per repeat in gas exchange and qPCR measurements, respectively.

In ICP-OES and gas exchange measurements, significant differences among treatment groups were tested using one-way ANOVA analysis with post-hoc Tukey honest significant difference (HSD) of pairwise comparisons. In chlorophyll concentration measurements, the mean total chlorophyll concentration of three technical replicates was calculated for AgNP, AgNO3 and control. The percent of control value was then determined for each treatment type and a pairwise comparison was performed by *t*-test. In both ANOVA and *t*-test, a p-value<0.05 was considered significant. Statistical analyses were performed using the GraphPad Prism 10.10 software (Dotmatics, Boston, Massachusetts, USA).

In RNA-seq analysis, differentially expressed genes (DEGs) were identified through pairwise comparison of control and AgNP treatment libraries using the Exact Test algorithm [32] implemented by the software Empirical Analysis of Differential Gene Expression (EDGE). To reduce the probability of type-I error, false discovery rate (FDR)- and Bonferroni-correction of DEGs were performed using EDGE. DEGs were defined as transcripts that were at least 2-fold up- or down-regulated at a p-value of less than 0.05. In qPCR analysis, the average Ct value for each gene was used for differential expression analysis using the Pfaffl equation [33].

## 3 Results

### 3.1 Size validation of AgNPs

To validate the 20-nm size of the AgNPs used in this experiment, we diluted the stock solution to 4.0 μg/mL in either water or in agar-free experimental plant medium and measured the hydrodynamic diameter of particles using DLS. In water, we were able to detect particles of 30.9 ± 11.1 nm diameter, which corresponded well to the expected hydrodynamic diameter of the AgNPs (Fig. 1A). In the liquid form of the AgNP-supplemented medium we were only able to detect trace amounts of particles in this size range and observed that the majority of the particles were in the 82.6 ± 43.2 nm diameter range (Fig. 1B). This data demonstrated that in liquid medium, and possibly in agar-solidified medium also, AgNPs aggregated into larger particles. Such aggregation of AgNPs in plant culture medium has been reported previously [34].

**Fig. 1:**
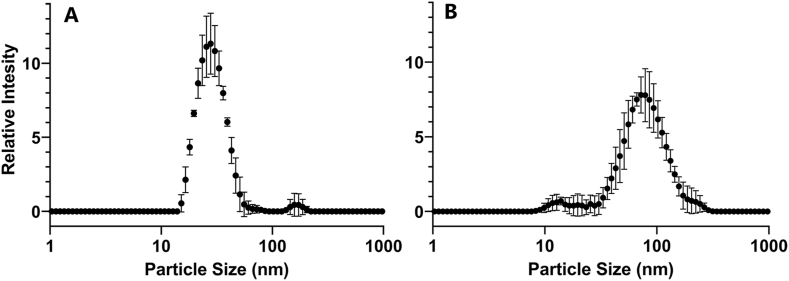
Dynamic light scattering profile of 20-nm citrate-coated silver nanoparticles dispersed at 4 μg/mL concentration in **(A)** distilled water and **(B)** MOPS-buffered half-strength MS plant growth medium.

### 3.2 Uptake of Ag in plants grown on AgNP and AgNO_3_ media

With the aggregation of AgNPs, it was imperative to test if roots take up Ag when Arabidopsis is grown in the experimental medium. We measured Ag concentration in plants grown for 14 days on AgNP- and the AgNO_3_-containing media using ICP-OES analysis. We found that the Ag content of AgNP- and the AgNO_3_-exposed plants was 97.0 ± 19 μg/g and 106.9 ± 17 μg/g, respectively (on a plant dry mass basis), which was statistically not different (p = 0.86). We were unable to detect Ag in plants grown on control medium (Fig. 2 and Table 1). We also measured the elemental content of macro- and micronutrients K, Ca, Mg, Zn, Fe, Mn and Cu, as well as Na and Al in the AgNP- and AgNO_3_-exposed plants and found no difference in their concentrations between the two treatment groups (Table 1).

**Fig. 2:**
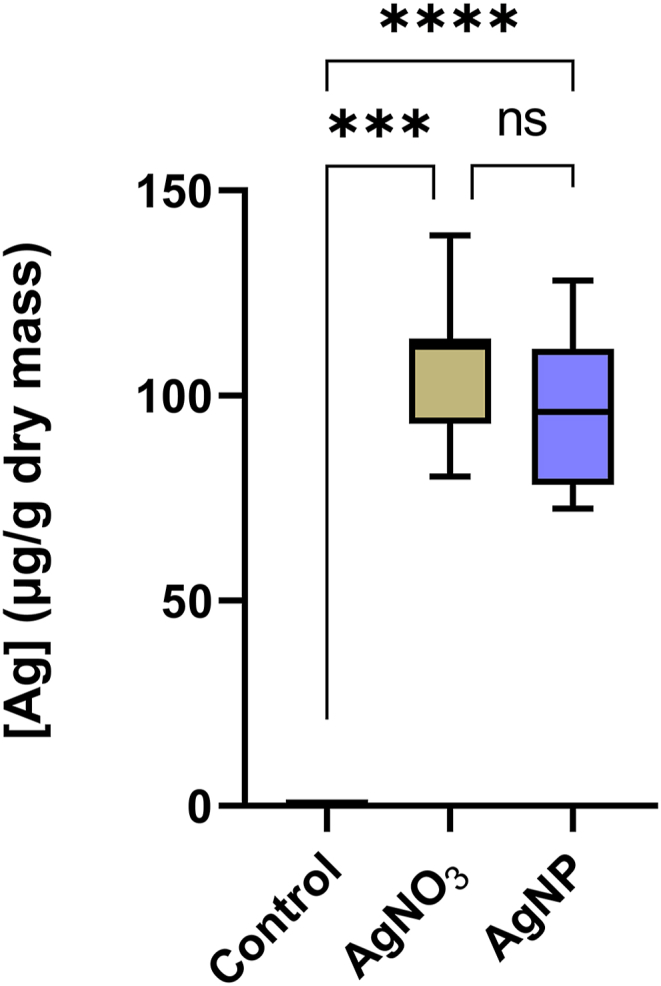
Concentration of silver (μg/g dry plant mass) in *A. thaliana* seedlings grown on media containing 4 μg/mL AgNP or 4 μg/mL AgNO3. Three technical replicates per treatment were tested with ICP-OES, with standards of known concentration run as quality control every 10 samples. ns, non-significant, *** and **** significant at *p* < 10^−3^ and p < 10^−4^, respectively.

### 3.3 RNA-seq analysis

To gain insight into the impact of internalized silver on the transcriptome, we conducted a comparative RNA-seq analysis in AgNP- and AgNO_3_-exposed Arabidopsis plants. 

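The libraries analysed here are those of the AgNO3 experiment: whole 14-day-old Arabidopsis seedlings grown on control medium (3 libraries) or on medium with 4 μg/mL AgNO3 (3 libraries). In both groups the libraries carry the repeat numbers 3, 4 and 5, and each holds pooled RNA of 1 biological repeat, grown on newly prepared medium with a fresh batch of seed. The AgNP libraries and their own controls were not analysed here. The paper gives a growth temperature of 25 °C and the sample labels 21 °C, and the paper and the labels also name different sequencers. Libraries were made from poly(A) RNA with a strand-specific kit, and the authors trimmed the paired reads, mapped them to the TAIR10 genome with CLC Genomics Workbench, counted reads per gene and computed RPKM. The total exon reads deposited by the authors, including reads that map to several places, came to 63442407, 72698182 and 65029828 in control 3, 4 and 5 and to 74981494, 67453036 and 76398030 in AgNO3 3, 4 and 5. The paper's Table 2 lists lower totals. All values here use the deposited gene counts.

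From these counts, 20891 of 32833 genes passed edgeR's filter on low counts (a minimum count of 10) and were tested with edgeR's quasi-likelihood test after TMM normalization. Genes were called at the thresholds of the paper, an unadjusted p of at most 0.05 and a change of at least 2-fold, and also after Benjamini-Hochberg adjustment. CPM values are TMM-normalized. A mean with ± is a mean and SD over the libraries of a group (n = 3). The 2 libraries of repeat 3 stood apart from the rest: when the genes were split into 5 classes by exon length, the shortest class took 32.6% of the reads in AgNO3 3 and 22.7% in control 3, against 16.1% to 18.7% in the other libraries. The 50 most abundant genes held 49.4% of the reads in AgNO3 3, 43.9% in control 3, 38.4% in control 5 and from 25.4% to 30.0% in the others. Plastid, mitochondrial and rRNA genes together held 12.3% of the reads in control 5 and from 1.24% to 1.97% in the other libraries.

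**Figure D1:**
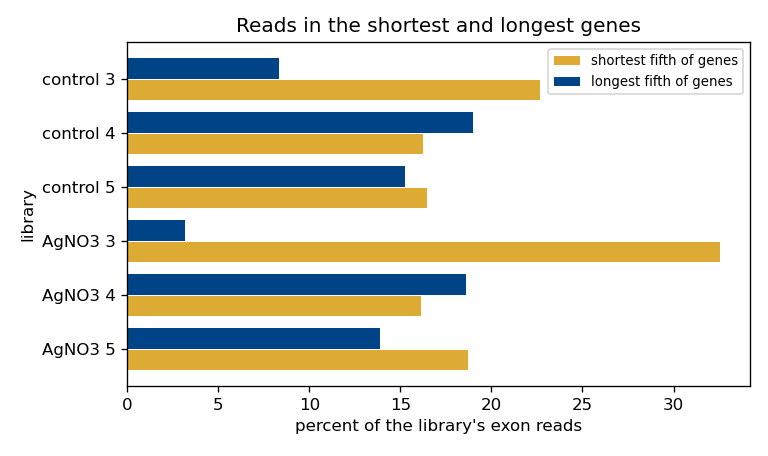
Percent of each library's exon reads that fell in the shortest and in the longest of 5 equal classes of the tested genes by exon length, for the 3 control and 3 AgNO3 libraries. The longest class held 3.18% of the reads in AgNO3 3 and 8.35% in control 3, and from 13.9% to 19.0% in the others.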

A summary of the sequencing and read-mapping data are shown in Table 2. We considered a gene significantly up- or down-regulated if its transcript abundance changed at least two-fold up or down in response to AgNP or AgNO_3_ treatment at p ≤ 0.05. We refer to such genes as differentially expressed genes (DEGs). AgNP and AgNO_3_ uptake caused the significant up- or down-regulation of 426 and 278 genes, respectively, with 39 genes shared between the two DEG sets (Fig. 3 and Supplemental Files 1 and 2). 

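In AgNO3-exposed seedlings, 535 genes were at least 2-fold higher and 44 genes at least 2-fold lower than in control. All had an unadjusted p of at most 0.05, and no gene passed adjustment in this test. Without the fold threshold, 585 of the 20891 tested genes had such a p. A test of unchanged genes with evenly spread p-values would give more, so these calls do not by themselves show a response. Genes of the root endodermis, of root transport and of iron uptake were among the higher ones. More peroxidase genes were higher than lower. ROSY1 (AT2G16005), which encodes a lipid-recognition domain protein, rose from 1.02 ± 0.0931 to 10.4 ± 7.94 CPM (SD, n = 3 each). AT1G77530, an O-methyltransferase family gene, rose from 1.39 ± 0.255 to 6.59 ± 0.0782 CPM (SD, n = 3 each). Among the lower genes, HEC1 (AT5G67060), a bHLH transcription factor, fell from 1.18 ± 0.102 to 0.281 ± 0.0805 CPM (SD, n = 3 each). AT4G13390, an extensin-like protein gene, fell from 12.1 ± 8.67 to 2.35 ± 0.782 CPM (SD, n = 3 each).

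Of 21 endodermal barrier genes, which build the Casparian strip and suberin, 10 were higher, none was lower and the others did not pass the test (5 higher when adjusted over the list alone). The suberin fatty acid hydroxylase gene CYP86B1 (AT5G23190) had a log2 fold change of 2.22 (standard error 0.47), and the Casparian strip membrane protein genes CASP5 (AT5G15290) and CASP3 (AT2G27370) had log2 fold changes of 2.85 and 2.35. The Casparian strip peroxidase gene PER64 (AT5G42180) had a log2 fold change of 1.77. The median log2 fold change of this list was 1.27, and its adjusted p was 6.4e-16 from camera with a preset correlation of 0.01 (adjusted p = 0.090 with an estimated correlation). Of 29 root transport and identity markers, 7 were higher and none was lower (6 higher when adjusted over the list alone), with a median of 1.02 (camera adjusted p = 1.9e-10, and adjusted p = 0.078 with an estimated correlation). In a test with the repeat number as a block, 12 of these 29 were higher. They included the tonoplast aquaporin gene TIP2-3 (AT5G47450, log2 fold change 3.57, standard error 0.78) and 3 neighbouring genes of the thalianol pathway on chromosome 5 of TAIR10, between 19434757 and 19461706. These were THAS1 (AT5G48010, log2 fold change 2.57), CYP708A2 (AT5G48000, 1.86) and CYP705A5 (AT5G47990, 2.38). Shoot markers outside the light reactions lay at a median log2 fold change of -0.44 over 28 genes (camera adjusted p = 0.00022, and adjusted p = 0.15 with an estimated correlation), and of -0.26 without control 4.

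Of 22 genes of the iron deficiency response, 6 were higher and none was lower (4 higher when adjusted over the list alone), with a median of 1.096 (camera adjusted p = 2.0e-07, and adjusted p = 0.36 with an estimated correlation). The ferric reductase gene FRO2 (AT1G01580) rose from 9.26 ± 2.89 to 32.7 ± 1.89 CPM, and the iron transporter gene IRT1 (AT4G19690) from 13.6 ± 3.75 to 49.1 ± 16.7 CPM (SD, n = 3 each). The transcription factor genes FIT (AT2G28160) and ORG3 (AT3G56980), which act upstream of them, had log2 fold changes of 2.12 each. A larger share of root RNA in the AgNO3 samples, which were whole seedlings, was not excluded for the endodermal and root transport lists. The root markers were higher (median 1.02) while the shoot markers were lower (-0.44). For the iron list, the other lists and the gene families described below, such a share was not tested. Of 59 class III peroxidase genes, 16 were higher and 3 were lower (5 higher and 1 lower when adjusted over the list alone), with a median of 0.60 (camera adjusted p = 1.5e-06, and adjusted p = 0.57 with an estimated correlation). This median was 1.21 without control 3 and 0.25 without AgNO3 3, and that of the iron list was 0.56 without AgNO3 3. PER56 (AT5G15180, log2 fold change 2.33), PER11 (AT1G68850, 2.11) and PER27 (AT3G01190, 2.17) were higher and PER70 (AT5G64110, -1.30) was lower, which did not hold without AgNO3 4 or with library totals. Of 22 arabinogalactan protein genes, 4 were higher and none was lower (1 when adjusted over the list alone), with a median of 0.76 (camera adjusted p = 1.1e-05, and adjusted p = 0.59 with an estimated correlation). The genes of this list are short, with a median exon length of 850 against 1759 over all genes tested, and their median deviation was 1.96 in AgNO3 3 and 0.82 in control 3. Without AgNO3 3 the median of this list was -0.37, and its members AGP14, AGP24 and AGP22 did not pass the test, as also without control 4 and without control 5. None of 17 genes of ethylene perception and response passed the test and 16 of them had a lower mean (median -0.60, camera adjusted p = 2.9e-05, and adjusted p = 0.11 with an estimated correlation). The ethylene receptor genes ETR2 (AT3G23150) and ERS2 (AT1G04310) had log2 fold changes of -1.28 and -1.14, and ERF2 (AT5G47220) and ARGOS (AT3G59900) of -1.19 and -1.17. With the repeat number as a block, 4 genes of this list were lower, among them ETR2, ERS2 and ERF2.

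The gene lists were written before the deposited data were examined but after the paper's own DEG lists had been read, so their directions are not independent of the paper. Of the list members, 6 endodermal, 7 root transport, 5 iron deficiency, 10 peroxidase and 5 arabinogalactan protein genes are among the paper's 278 DEGs. Outside these 278, the list medians were 1.07, 0.57, 0.40, 0.36 and 0.55. With the directional test of fry, another test of gene lists, no list passed (smallest adjusted p = 0.059). The number of DEGs depended on single libraries. It was 247 without control 5 (209 higher, 38 lower), 413 without control 4 (309 higher, 104 lower) and 1075 without AgNO3 4 (77 lower). The number of lower genes was 22 without control 3, 67 without AgNO3 3 and 24 without AgNO3 5. With the repeat number as a block, 804 genes were higher and 36 lower, and with an offset for exon length, added after seeing the data, 598 were higher and 142 lower.

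**Figure D2:**
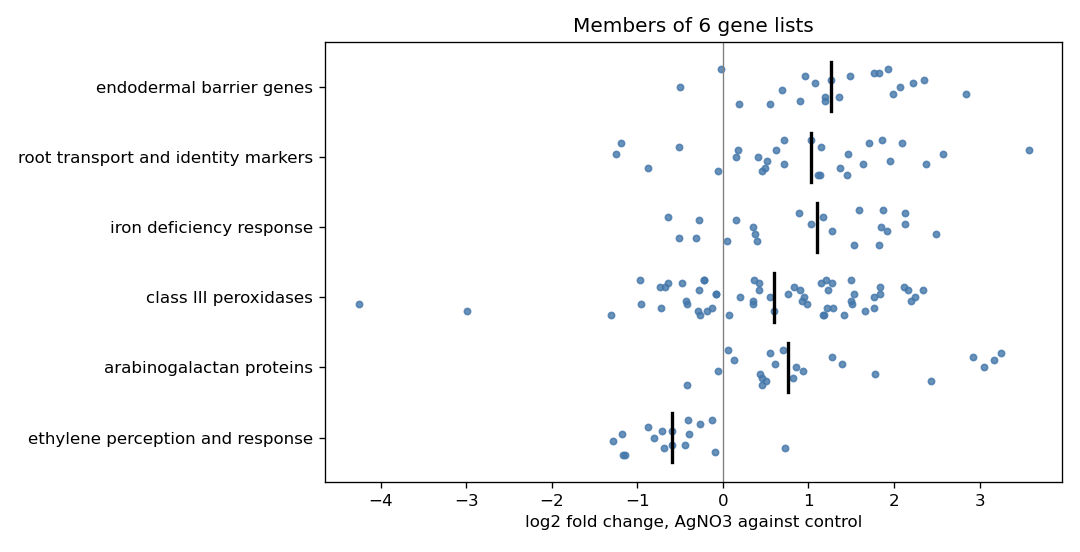
Log2 fold change in AgNO3-exposed seedlings against control for each tested member of 6 gene lists. Each point is 1 gene and the black line is the median of the list, which lies at 1.27 for the endodermal barrier genes and at -0.60 for ethylene perception and response. The median of the arabinogalactan proteins, 0.76 here, is -0.37 without AgNO3 3.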

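The annexin gene ANNAT7 (AT5G10230) and the root arabinogalactan protein gene AGP30 (AT2G33790) were higher in every AgNO3 library than in every control library. They are named by a rule that takes genes with this separation and the smallest p, so the separation is no separate evidence. It held for 1130 genes (5.41%), where chance gives 5% if all 6 libraries are exchangeable. ANNAT7 had 0.478 ± 0.0739 CPM in control and 3.51 ± 0.381 CPM in AgNO3-exposed seedlings (SD, n = 3 each), a log2 fold change of 2.88 (standard error 0.50). AGP30 had 2.62 ± 1.12 and 24.9 ± 11.8 CPM (SD, n = 3 each), a log2 fold change of 3.25 (standard error 0.59). ANNAT7 had the smallest p of all genes tested, and an adjusted p of 0.995 from edgeR's quasi-likelihood test. No gene passed an adjusted p of 0.05 in that test, against 579 genes at the unadjusted threshold. With edgeR's exact test, a version of the test named by the paper, 20 genes passed (19 higher and 1 lower), and with DESeq2 47 genes passed (45 higher and 2 lower). The adjusted p of ANNAT7 was 0.0076 from edgeR's exact test and 0.00025 from DESeq2, and that of AGP30 was 0.0058 and 0.00037. Over all analyses tried, the adjusted p ran from 0.00025 to 1.0 for ANNAT7 and from 0.00037 to 1.0 for AGP30. The variation between libraries of a group was large, with a biological coefficient of variation of 0.584. In data simulated with this variation for the same 20891 genes, the quasi-likelihood test called 64% of 50 genes changed 16-fold and 30% of 50 genes changed 8-fold after adjustment, and none of 50 genes changed 4-fold. Of the simulated unchanged genes, the exact test called 17 and DESeq2 47 after adjustment. In the real libraries they called 20 and 47 genes, so passing these tests is weak evidence for a gene. The quasi-likelihood test called 0 simulated unchanged genes after adjustment and 884 at the unadjusted threshold. With the repeat number as a block, the simulated unchanged genes called at the unadjusted threshold were 793, against 840 genes called in the real libraries. The simulated libraries were not paired by repeat number as the real ones were taken to be. These counts therefore do not show how many of the 579, 20 or 47 genes chance gives.

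**Figure D3:**
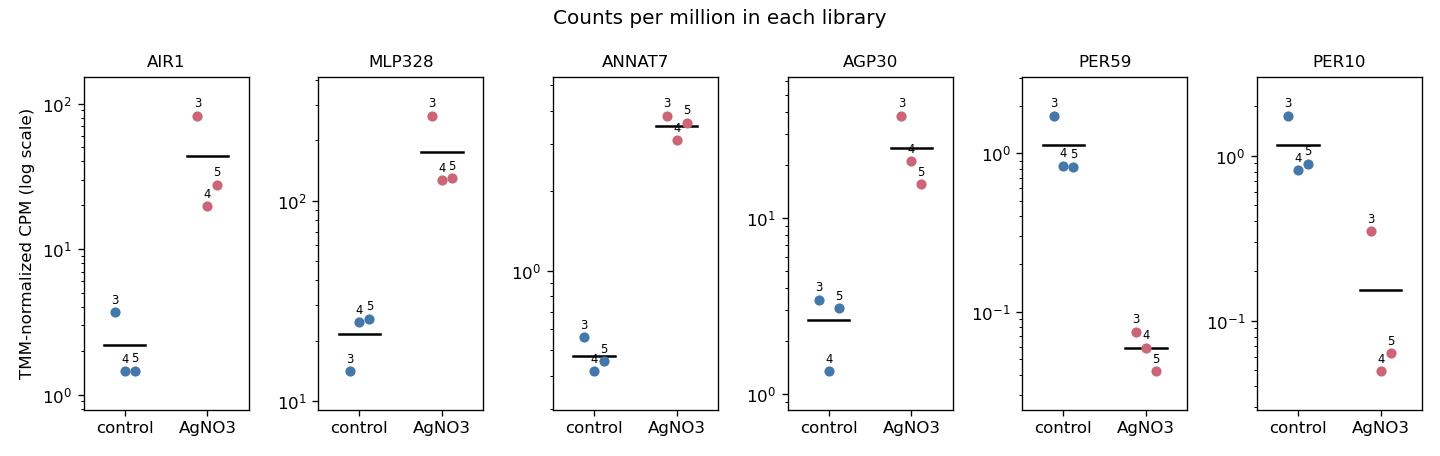
TMM-normalized CPM (log scale) of AIR1, MLP328, ANNAT7, AGP30, PER59 and PER10 in each control and AgNO3 library, labelled with its repeat number, with the mean of each group as a black line. ANNAT7 and AGP30 lie above all control libraries in all 3 AgNO3 libraries, and so do AIR1 and MLP328, while PER59 and PER10 lie below them. ANNAT7 and AGP30 were named by a rule that asks for this separation.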

Upon false discovery rate (FDR) correction, however, the number of DEGs was reduced to 65 and 2 in the AgNP- and AgNO_3_-exposed plants, respectively (Supplemental Files 1 and 2). RNA-seq results were validated in eight AgNP-responsive and two of the AgNO_3_-responsive DEGs. qPCR analysis confirmed that the transcript abundance of all ten genes changed in the same direction as in RNA-seq data (Supplemental File 3), thereby validating the RNA-seq results. 

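In the RNA-seq libraries, the AgNO3-responsive qPCR gene MLP328 (AT2G01520, ZCE1 in the paper) was at 21.5 ± 6.48 CPM in control and at 174 ± 79.6 CPM in AgNO3-exposed seedlings (SD, n = 3 each), higher in all 3 AgNO3 libraries than in all controls. The other qPCR gene, AT3G16670, lies on chromosome 3 of TAIR10 from 5681379 to 5682362. It was at 75.5 ± 54.9 CPM in control and at 25.7 ± 23.2 CPM in AgNO3-exposed seedlings (SD, n = 3 each), and the ranges of the groups overlapped. Its log2 fold change was -1.56 (standard error 0.78) and did not pass the test. With the repeat number as a block, its log2 fold change was -1.73 and passed. The qPCR reference genes ACT2 (AT3G18780) and SAR1A (AT4G02080) had log2 fold changes of -0.23 and 0.49 and did not pass the test. The sign of SAR1A turned with the exon length offset (-0.12) and without AgNO3 3 (-0.32), and that of ACT2 without both libraries of repeat 3 (0.11).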

Changes in the expression of four of the nine DEGs were significantly different (p < 0.05) in the qPCR also, as determined by one-way ANOVA analysis (Supplemental File 3).

**Table 2:** Summary of sequencing data obtained for the AgNP/Control-1 and the AgNO3/Control-2 RNA-seq experiments. RNA-seq analyses were performed separately for the two treatments. For each biological repeat, three technical replicates were pooled together prior to library construction. The total number of reads and the percentage of reads mapped per biological replicate are listed.

	Control 1		AgNP		Control 2		AgNO3	
	Number of Reads	Percent Mapped	Number of Reads	Percent Mapped	Number of Reads	Percent Mapped	Number of Reads	Percent Mapped
Repeat 1	33,538,008	94.60%	33,687,566	93.10%	44,432,998	97.28%	53,520,470	97.01%
Repeat 2	27,417,701	89.40%	29,042,251	91.50%	50,463,898	97.25%	47,053,790	97.28%
Repeat 3	26,191,008	87.80%	36,447,804	91.10%	47,893,060	97.60%	53,135,402	99.55%

**Fig. 3:**
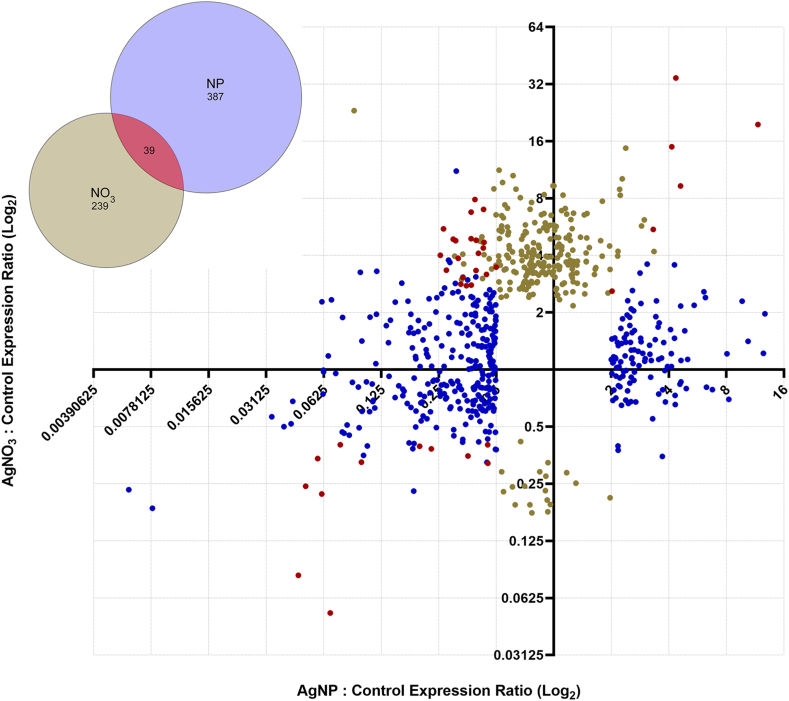
Fold-change in transcript abundance of genes differentially expressed in response to 4 μg/mL AgNP or 4 μg/mL AgNO_3_. Transcripts from three technical replicates per treatment were pooled together for library construction. Differentially expressed transcripts were those that had ≥2 or ≤ -2-fold transcript abundance of control at p ≤ 0.05. Symbols represent AgNP- and AgNO_3_-regulated DEG transcripts. The position of each transcript symbol represents its AgNP-induced fold change plotted against its AgNO_3-_induced fold-change. Transcripts that were not expressed differentially are not shown. Blue, beige, and red symbols indicate transcripts that responded to AgNPs only, AgNO_3_ only, and both AgNP and AgNO_3_, respectively. Inset: Venn diagram of the overlap between the AgNP- and the AgNO_3_-responsive gene set.

The FDR-corrected AgNP-induced DEGs included several genes involved in the perception and transduction of stress-related signals, among them PCC1 (AT3G22231), ACD6 (AT4G14400), WAK1 (AT1G21250), ASI-LLP1 (AT5G03350), MIOX4 (AT4G26260), PCR1 (AT1G14880) and three calmodulin-like protein genes (AT2G41090, SAT3G47480, and AT3G50770), all of which were up-regulated in response to AgNP exposure (Fig. 3, Supplemental File 1). Genes involved in biotic stress response also increased in expression in AgNP-exposed plants, among them RING1 (AT5G103800), STMP10 (AT5G44568) and an aspartyl-1 protease (AT5G10760), but several other defense-related genes, including a chitinase (AT243590) and four putatively extracellular heme-peroxidases (AT5G64100, AT1G05250, AT1G49570 and AT5G19890) were transcribed at lower levels (Supplemental File 1). Three genes involved in cell wall organization, namely, two root-specific extensins (AT1G26250 and AT1G26240) and an endoglucanase gene (AT4G16260) also were down-regulated in AgNP-treated plants.

Gene ontology (GO) enrichment analysis (GOrilla [35]) of the FDR-corrected AgNP-altered gene expression pointed to the over-representation of transcripts involved in cell wall metabolism and the signaling and mediation of stress response (Fig. 4 and Supplemental File 4). The highest enrichment of transcripts was found in the stress response category, with gene products involved in cellular defense against ROS and pathogen attack. The cellular components that were highlighted in GO enrichment were the cell wall and the extracellular region. (Fig. 4 and Supplemental File 4). In the set of 426 uncorrected DEGs, two genes encoded for photosynthesis-related genes: LHCB2.4 (AT3G27690), which encodes a light-harvesting chlorophyll *a*/b-binding protein, and ELIP2 (AT4G14690), which encodes a protein involved in regulating the biogenesis of chlorophyll-binding complexes. Both genes were down-regulated more than two-fold. Four additional photosynthesis-related genes, DVR (AT5G18660), PPL1 (AT3G55330), ABC4 (AT1G60600) and STIC2 (AT2G24020), were up-regulated in AgNP-treated plants, but they were not among the DEG set due to their up-regulation being only 1.5- to 1.7-fold.

**Fig. 4:**
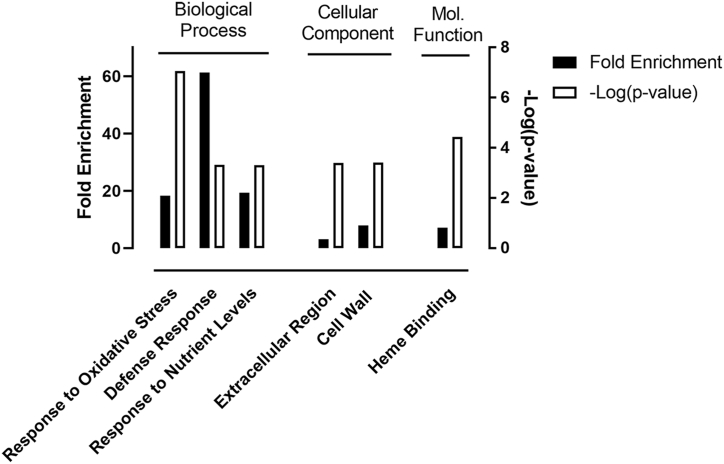
Gene ontology (GO) enrichment analysis of FDR-corrected AgNP-responsive Arabidopsis genes. Filled and open bars represent fold-enrichment and negative Log_10_ of the p-value of enrichment, respectively, in each GO category.

Of the two FDR-corrected AgNO_3_-induced DEGs, one of them is a gene that encodes the major latex protein-like family protein ZCE1 (AT2G01520). 

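MLP328 (AT2G01520), the gene that the paper calls ZCE1, lies on chromosome 2 of TAIR10 from 235924 to 237253. Its transcript was higher in AgNO3-exposed seedlings, with a log2 fold change of 3.02 (standard error 0.55). It did not pass adjustment in edgeR's quasi-likelihood test, and its adjusted p ran up to 1.0 over all analyses tried. It passed in edgeR's exact test (adjusted p = 0.0058) and in DESeq2 (adjusted p = 0.00025), which also called unchanged genes in the simulation. Genes of the same family of major latex protein-like proteins were higher with MLP328. Of 18 family members tested, 8 were higher, none was lower and the others did not pass the test (5 higher when adjusted over the list alone). The neighbouring gene MLP329 (AT2G01530, chromosome 2 from 239668 to 240687) was at 19.5 ± 0.653 CPM in control and at 157 ± 163 CPM in AgNO3-exposed seedlings (SD, n = 3 each), a log2 fold change of 3.01. This value rests in part on AgNO3 3, with 345 CPM, and was 1.68 without it. MLP34 (AT1G70850), the most abundant of those named here, was at 200.5 ± 39.7 and 918 ± 608 CPM (SD, n = 3 each), a log2 fold change of 2.20. AT3G26460 had a log2 fold change of 2.32, and of 1.48 without AgNO3 3. The median of the family was 1.27 (camera adjusted p = 7.4e-10, and adjusted p = 0.50 with an estimated correlation), and 0.68 over members outside the paper's 278 DEGs, which hold 6 of them. Without AgNO3 3 the median of the family was 0.40. The family's genes are short (median exon length 930), and their median deviation was 1.70 in AgNO3 3 and between -0.80 and 0.041 in the other libraries.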

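AIR1 (AT4G12550) lies on chromosome 4 of TAIR10 from 7439114 to 7439805, where the annotation has a second, overlapping gene (AT4G12555) with which reads could be shared. In control seedlings AIR1 was at 2.19 ± 1.29 CPM (SD, n = 3), and its RPKM stood at percentile 41.7 of the tested genes. In AgNO3-exposed seedlings it was at 43.4 ± 34.3 CPM (SD, n = 3), with every library above every control. The log2 fold change was 4.31 (standard error 0.76). AIR1 passed adjustment in edgeR's exact test (adjusted p = 0.0015) and in DESeq2 (adjusted p = 4.1e-05), which also called unchanged genes in the simulation. It did not pass in the quasi-likelihood test, and its adjusted p ran up to 1.0 over all analyses tried. Of 10 tested genes of its family of hybrid proline-rich proteins, 6 were higher, none was lower and the others did not pass the test (5 higher when adjusted over the list alone). AIR1B (AT4G12545), on the same chromosome from 7434198 to 7434858, had a log2 fold change of 3.90 (standard error 1.03), and of 2.33 without AgNO3 3. AT5G46900 had a log2 fold change of 2.66. AT4G12520 had a log2 fold change of 2.70, but only 20.2% of its reads mapped to 1 place, so its value is uncertain. The median of the family was 2.46 (camera adjusted p = 2.3e-06, and adjusted p = 0.50 with an estimated correlation). Without control 3 this median was 3.83 and without AgNO3 3 it was 1.56. All 6 higher members are among the paper's 278 DEGs, and the median of the remaining members was -0.61. The median deviation of this family was 2.37 in AgNO3 3 and 0.44 in control 3, against -2.44 and -1.77 in the other controls. Without AgNO3 3, AT5G46900 and AT4G12520 did not pass the test, and without control 5 AT4G12520 did not.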

The other gene, AIR1 (AT4G12550), encodes a hypothetical protein induced by auxin and had very low basal expression in control plants (Fig. 3, Supplemental File 2). Neither of these genes were known to be stress-related or belonged to any of AgNP-enriched gene ontology categories. 

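ELIP2 (AT4G14690, chromosome 4 of TAIR10 from 8418241 to 8419325), a light-stress protein gene of the chloroplast, was lower in AgNO3-exposed seedlings, and LHCB2.4 (AT3G27690, chromosome 3 from 10255905 to 10257489), a gene of the light-harvesting antenna, did not pass the test. ELIP2 was at 75.9 ± 40.7 CPM in control and at 30.0 ± 7.20 CPM in AgNO3-exposed seedlings (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.54). LHCB2.4 was at 2830 ± 1903 and 2318 ± 1364 CPM (SD, n = 3 each), a log2 fold change of -0.29 (standard error 0.75). None of 21 light-harvesting protein genes passed the test, with a median of 0.029 that turned to -0.062 with library totals (camera adjusted p = 0.79, and adjusted p = 0.94 with an estimated correlation). The sign of this median depends on single libraries. It was -0.89 without AgNO3 3 (camera adjusted p = 1.9e-07), -0.26 without control 4 (adjusted p = 0.012) and 0.69 without control 3 (adjusted p = 0.034). With the exon length offset and block it was -0.28 (adjusted p = 0.013), and over all analyses tried its adjusted p ran up to 1.0. The minor antenna gene LHCB4.3 (AT2G40100) had a log2 fold change of -1.37, and with the repeat number as a block it was lower (-1.02). The abundant antenna genes LHB1B1 (AT2G34430) and LHCB1.1_2 (AT1G29920) had log2 fold changes of 0.99 and 0.81, whose sign turned without AgNO3 3 (-0.60 and -0.78). None of 26 nuclear photosystem and electron transport genes passed the test (median 0.075 and -0.011 with library totals, mean 0.045, camera adjusted p = 0.53 in the downward direction, and adjusted p = 0.94 with an estimated correlation). This list passed camera without AgNO3 3 (median -0.85, adjusted p = 5.7e-09), without control 4 (-0.27, adjusted p = 0.0020), without both libraries of repeat 3 (-0.18, adjusted p = 0.018) and with the exon length offset (-0.46, adjusted p = 0.00051, and -0.45, adjusted p = 4.2e-06, with the block), and also without control 3, where the median was positive (0.76, adjusted p = 0.049). Over all analyses tried its adjusted p ran from 5.7e-09 to 0.81. These alternatives used the preset correlation of 0.01. The estimated correlation was 0.943 for this list and 0.957 for the light-harvesting list. Both lists passed with a negative or a positive median, depending on the library left out, so these p-values do not show a change. None of 19 chlorophyll biosynthesis genes passed the test either, and 17 of them had a lower mean (median -0.42, camera adjusted p = 0.0015, and adjusted p = 0.16 with an estimated correlation).

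Of 89 plastid-encoded genes, 9 were lower and none was higher (none when adjusted over the list alone), with a median of -0.87 (camera adjusted p = 1.7e-14, and adjusted p = 0.50 with an estimated correlation). RBCL (ATCG00490), the gene of the large Rubisco subunit, was at 398 ± 427 CPM in control and at 77.4 ± 10.8 CPM in AgNO3-exposed seedlings (SD, n = 3 each), a log2 fold change of -2.36. CCSA (ATCG01040), RPS14_2 (ATCG00330) and PSBE (ATCG00580) had log2 fold changes of -2.13, -2.39 and -2.11. Plastid genes held 4.01% of the reads in control 5 and from 0.733% to 0.922% in the other libraries, and without control 5 the median of this list was -0.13. With the repeat number as a block, none of the plastid-encoded genes passed the test, and RBCL, CCSA, RPS14_2 and PSBE did not pass without AgNO3 3 either, nor without control 5 (-1.05, -1.74, -0.62 and -1.20). RBCL did not pass without AgNO3 4 or AgNO3 5, CCSA without control 3 or AgNO3 4, RPS14_2 without AgNO3 5 and PSBE without control 3, and all but RBCL with library totals. The call on ELIP2 ended without each of control 3, control 5 and the AgNO3 libraries, with log2 fold changes between -1.69 and -0.90 over the libraries left out in turn, and with library totals (-1.06), while it held with RLE factors (-1.37). The sign of LHCB2.4 turned without control 3 and without AgNO3 4, within a range from -0.89 to 0.41.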

ELIP2 was downregulated in response to AgNO_3_ treatment, but did not pass FDR correction and LHCB2.4 was not among the DEGs.

### 3.4 Chlorophyll concentration

The AgNP-induced down-regulation of LHCB2.4 suggested that the chlorophyll-content of AgNP-treated plants may be reduced. To test this possibility, we measured chlorophyll concentration on a fresh-mass basis for seedlings grown in AgNP- and AgNO_3_-containing medium, and in control plants. We found that seedlings grown in the AgNP-containing medium had an average chlorophyll concentration of 0.59 mg/g (SE of 0.03) which was 39% lower (p < 0.05) than the 0.97 mg/g mean concentration in control (Fig. 5). Seedlings grown in the AgNO_3_-containing medium, on the other hand, had an average chlorophyll concentration of 0.91 mg/g (SE of 0.13) which was not statistically different from control (Fig. 5). These data pointed to an impact on chlorophyll concentration by AgNP, but not AgNO_3_.

**Fig. 5:**
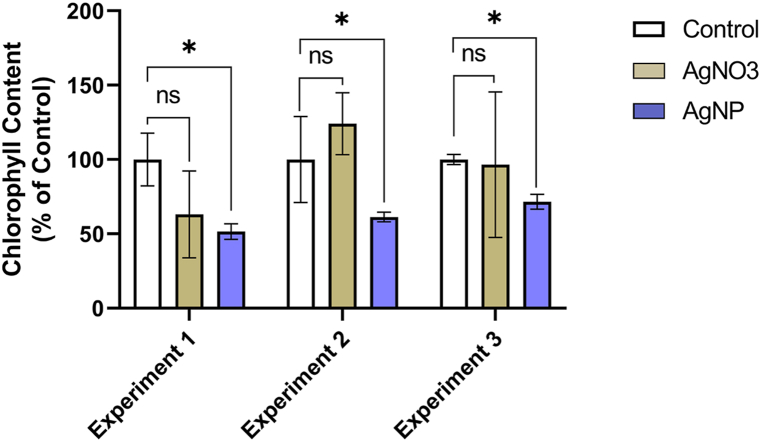
Total chlorophyll concentration in 4 μg/mL AgNP- and 4 μg/mL AgNO_3_-treated Arabidopsis plants as percent of control in three independently repeated experiments. Each column represents the mean of three biological replicates. Error bars: standard error of the mean. ns, non-significant; *, significant at *p* ≤ 0.05 in pairwise comparison.

### 3.5 Carbon assimilation rates

The diminishment of chlorophyll concentration in AgNP-exposed plants prompted us to examine photosynthetic efficiency in seedlings grown in AgNP,-, AgNO_3_- and control medium. We registered significant difference (p < 0.05) in various metrics of photosynthetic efficiency on AgNP-treated but not AgNO_3_-treated plants relative to the untreated control plants (Table 3). Carbon assimilation at both growth and saturating PAR (150 μmol m^−2^s^−1^ and 500 μmol/m^2^/s, respectively) was significantly lower in seedlings exposed to AgNPs than in those exposed to AgNO_3_ or in controls (Table 3). Correspondingly, the rate of photosynthetic electron transport was also significantly reduced in AgNP-treated plants. These data demonstrated that photosynthesis is negatively affected by the AgNP, but not by the AgNO_3_ treatment, suggesting the effect is inherently associated with the physical properties of AgNP. Stomatal conductance and transpiration were not significantly affected, eliminating it as a mechanism for the reduced carbon assimilation rates.

**Table 3:** Photosynthetic efficiency in *A. thaliana* seedlings grown in 4 μg/mL AgNP- or 4 μg/mL AgNO_3_-containing medium. Gas exchange rate (Mean ± (SE)) was measured in nine replicates per treatment on 21-day old seedlings. Each replicate was tested between 3 and 6 h after the start of the diurnal light period. Means that are not followed by the same letters, within a row, are significantly different (*P* < 0.05).

Gas Exchange Metrics	Response to AgNP		Response to Ag^+^	
	Control	AgNP	Control	AgNO3
aA_amb_ (μmol CO_2_ m^−2^ s^−1^)	4.54 ± 0.32^a^	1.96 ± 0.13^b^	4.66 ± 0.17^c^	4.50 ± 0.25^c^
bA_sat_ (μmol CO_2_ m^−2^ s^−1^)	5.92 ± 0.46^a^	2.59 ± 0.17^b^	5.99 ± 0.25^c^	5.97 ± 0.28^c^
cJmax (μmol m^−2^ s^−1^)	43 ± 4.38^a^	21 ± 2.25^b^	51 ± 5.08^c^	48 ± 5.25^c^
dΦ	0.43 ± 0.04^a^	0.33 ± 0.05^a^	0.52 ± 0.07^c^	0.49 ± 0.08^c^
eVcmax (μmol m^−2^ s^−1^)	56 ± 1.80^a^	45 ± 2.62^b^	47 ± 2.22^c^	45 ± 2.62^c^
fJ (μmol m^−2^ s^−1^)	64 ± 1.96^a^	39 ± 2.12^b^	66 ± 2.31^c^	56 ± 2.52^c^
gTPU (μmol m^−2^ s^−1^)	4.4 ± 0.21^a^	2.8 ± 0.16^b^	5.5 ± 0.15^c^	5.4 ± 0.21^c^

a A_amb_: Carbon assimilation rate at growth PAR (150 μmol/m^2^/s).

b A_sat_: Carbon assimilation rate at saturating PAR (500 μmol/m^2^/s).

c J_max_: Maximum rate of electron transport at saturating light.

d Φ: Initial slope of J.

e V_cmax_: maximum carboxylation rate.

f J: photosynthetic electron transport at the measured light intensity.

g TPU: triose phosphate use.

## 4 Discussion

### 4.1 AgNPs and ionic silver trigger different responses in *Arabidopsis thaliana*

Under aqueous conditions, AgNPs release silver ions [36], which are phytotoxic at high concentrations, [11,12]. Knowing whether the cause of toxicity is inherent to the physical formulation of AgNPs or caused by silver ions leached from their surface, or both, is key to understanding the molecular mechanism by which nanosilver affects plants. To address this question, we exposed Arabidopsis seedlings to low levels of AgNPs or AgNO_3_. To limit Ag ^+^ leaching from the nanoparticles, we maintained the pH of the growth medium at 7.0 by the incorporation of MOPS buffer, as lower pH increases Ag + leaching [23]. Under these conditions, comparable amounts of Ag accumulated in plants of both treatments (Fig. 2, Table 1). Despite the similar levels of Ag concentrations in the AgNP- and AgNO_3_-exposed plants, we detected considerably different patterns of transcriptome changes between the two treatments (Fig. 3). 

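Of the 426 genes that the paper reports as AgNP-responsive, 412 could be tested in the AgNO3 libraries, and 38 of them were DEGs there. AIR1, AIR1B, CYP708A2 and CYP705A5 were among 10 genes higher in both treatments. PER59 (AT5G19890), AT4G13390 and AT2G39980 were among 13 genes lower in both, though AT2G39980 did not pass without AgNO3 5 or with library totals. AT5G54370 was among 15 genes that the paper reports as lower with AgNP and that were higher with AgNO3, with a log2 fold change of 2.16 (standard error 0.42) here and the paper's reported AgNP fold change of -3.93. No gene was higher with AgNP and lower with AgNO3, where independent lists would share 0.242, so this absence is what chance gives. That count was 1 with DESeq2, with the block and without AgNO3 3, and with the exon length offset, added after seeing the data, it was 3. Independent lists of these sizes would share 11.4 genes (one-sided Fisher's exact test, p = 1.0e-10), 2.95 of them higher in both (p = 0.00075) and 0.626 lower in both (p = 2.6e-14). They would also share 7.61 genes lower with AgNP and higher with AgNO3 (Fisher's exact test, p = 0.0100). Fisher's test takes genes as independent, which genes measured in the same libraries are not, so its p-values overstate the evidence. Of the paper's own 39 shared genes, 18 had one direction and 21 had opposite directions. The control libraries of the AgNP experiment were other libraries than those used here. Of the 63 tested genes of the paper's 65 FDR-corrected AgNP genes, 43 had the same direction with AgNO3 and 8 were DEGs.

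Over all 412 genes, 222 (53.9%) had the same direction in both treatments. The median AgNO3 log2 fold change was 0.34 over the 115 genes higher with AgNP and 0.077 over the 297 lower with AgNP, which turned to -0.020 with library totals. Across these genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.27 and Spearman's rho 0.19. Taking the repeat number as a block, 70 genes were shared, 41 of them lower with AgNP and higher with AgNO3. Independent lists would share 11.4 of the latter (Fisher's exact test, p = 1.3e-12). The number of shared genes was 19 without control 5 and 64 without AgNO3 4. Without control 5 only 3 genes were lower with AgNP and higher with AgNO3 (one-sided Fisher's exact test, p = 0.56). Without AgNO3 3 this number was 10 (Fisher's exact test, p = 0.067) and 70.5% of the genes had the same direction, with a median of -0.56 for those lower with AgNP. Without control 3 these values were 32 (Fisher's exact test, p = 9.8e-10), 46.1% and 0.47. The number was 9 without control 4 (p = 0.032), 41 without AgNO3 4 (p = 8.3e-10) and 25 without AgNO3 5 (p = 1.4e-06), each by Fisher's exact test. Setting the DEGs of both treatments beside the similar silver contents of the plants, the paper concludes that the patterns of transcriptome change differed considerably between AgNP and AgNO3 (Fig. 3).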

In AgNP-treated plants, changes occurred in transcripts involved in stress-response and cell wall modification, as well as the light harvesting chlorophyll *a*/b-binding protein LHCB2.4, which encodes a key component of the photosynthetic apparatus. The expression of LHCB2.4, was reduced by nearly 2.5-fold in AgNP-exposed plants. 

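Among the stress-response and cell wall genes that the paper names for AgNP, the extracellular peroxidase genes PER59 (AT5G19890) and PER10 (AT1G49570) and the extensin gene AT1G26240 were lower in AgNO3-exposed seedlings as well, and the others did not pass the test. PER59 was at 1.13 ± 0.520 CPM in control and at 0.0587 ± 0.0163 CPM with AgNO3 (SD, n = 3 each), a log2 fold change of -4.26 (standard error 0.78). Its adjusted p was 0.0058 from edgeR's exact test and 0.00037 from DESeq2, and up to 1.0 in the other analyses tried. The exact test and DESeq2 also called unchanged genes in the simulation. PER10 was at 1.16 ± 0.520 and 0.154 ± 0.169 CPM (SD, n = 3 each), a log2 fold change of -2.99. In both genes every AgNO3 library was below every control. Both had few reads with AgNO3, 3 to 6 per library in PER59 and 5 to 14 in PER10. The authors' EDGE exact test gave a p of 0.50 for both. The peroxidase gene PER69 (AT5G64100) had a log2 fold change of 1.50, and with the repeat number as a block it was higher. PER2_2 (AT1G05250) had a log2 fold change of 0.077, but none of its reads mapped to 1 place, so its value is uncertain. The root extensin gene AT1G26240 had a log2 fold change of -5.80 (standard error 1.98), at 8.03 ± 13.5 CPM in control and 0.134 ± 0.0962 CPM with AgNO3 (SD, n = 3 each). This rests on control 3, with 23.6 CPM. Without control 3 its log2 fold change was -0.75 and did not pass, and with the repeat number as a block it did not pass either (-2.16), nor without AgNO3 3, and DESeq2 gave it no p. The extensin gene AT1G26250 had a log2 fold change of -1.31, and the endoglucanase gene AT4G16260 of 0.61.

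None of 8 tested genes of stress signal perception passed the test. MIOX4 (AT4G26260) had a log2 fold change of 1.44, the wall-associated kinase gene WAK1 (AT1G21250) of -0.65, ACD6 (AT4G14400) of -0.54 and PCC1 (AT3G22231) of 0.47. The calmodulin-like genes CML10, CML47 and CML41 had log2 fold changes of -0.075, 0.41 and 0.40, and the lectin-like gene LLP (AT5G03350) of -0.34. PCR1 had too few reads to be tested, from 0 to 20 per library. None of 4 biotic stress genes passed, with log2 fold changes of -1.17 for AED1 (AT5G10760), -0.79 for ATL55 (AT5G10380, RING1 in the paper), 0.85 for AT5G44568 and 0.057 for the chitinase gene AT2G43590. Of the genes of the GO categories that the paper found enriched with AgNP, the same pair of peroxidases was lower in the stress response (2 of 14 genes), oxidative stress (2 of 7), heme binding (2 of 4) and extracellular region (2 of 10) categories, and no gene passed in the cell wall category (4 tested). Adjusted over the list alone, 1, 2, 2, 1 and none of them were lower. Camera's adjusted p for these categories was 0.024, 0.0035, 0.0021, 0.0015 and 0.30, and the adjusted p with an estimated correlation was 0.75, 0.57, 0.50, 0.57 and 0.75. With the repeat number as a block, camera's adjusted p was 0.086 for the stress response category and 0.048 for the cell wall category (median 0.34), with ranges over all analyses tried from 1.9e-07 to 0.82 and from 0.0021 to 0.97, and with an estimated correlation the block gave an adjusted p of 0.42 and 0.39. Leaving out control 3, AgNO3 4 or AgNO3 5 each ended camera's result for the 4 categories with lower genes, and without control 3 the medians of stress response, oxidative stress and extracellular region were 0.73, 0.44 and 0.76. The median of the cell wall category was 1.25 without control 3 and -0.53 without AgNO3 3. These GO categories were chosen by the paper on AgNP libraries, which were not analysed here.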

In response to AgNO3-exposed plants, the expression of these genes remained unchanged.

The AgNP-induced reduction in LHCB2.4 expression prompted us to measure chlorophyll concentration and carbon assimilation rates. We found that chlorophyll concentration was reduced by 39% (p < 0.001) and carbon assimilation rates were reduced by as much as 56.9% (p < 0.05) in AgNP-treated seedlings. We found that in AgNO_3_-exposed plants, on the other hand, these indices remained statistically indistinguishable from those in the control plants (Fig. 5 and Table 3). The reduction in carbon assimilation rates along with the drop in both LHCB2.4 expression and chlorophyll content indicated that AgNPs impeded photosynthesis in Arabidopsis. Stomatal conductance was not a limiting parameter to carbon assimilation, indicating that the other limiting parameters in Table 3 are directly affected by AgNPs. The impact of AgNPs on chlorophyll content is an overarching theme in the silver nanotoxicty literature. Nair and Chung [37] and Qian et al. [26] measured approximately 50% and 37% reduction of total chlorophyll concentration in Arabidopsis grown in medium containing AgNP at 1 μg/mL and 3 μg/mL, respectively. Song et al. [38] and Nair and Chung [9] measured similar levels of reduction in chlorophyll content in nanosilver-treated tomato and rice, respectively. Decline in chlorophyll content by AgNPs was also reported in the alga *Chlamydomonas acidophila* [34] and the aquatic plant *Ottelia alismoides* [39]. Transmission electron microscopic (TEM) observations in various plant species suggest that one of the mechanisms underpinning the attenuation of photosynthesis is structural damage to the chloroplast. Using TEM, Qian et al. [26] and Stefanic et al. [40] have observed altered thylakoid membranes in AgNP-exposed Arabidopsis and tobacco plants, respectively. Wang et al. [39] also reported AgNP accumulation in and damage to chloroplast ultrastructure in *O. alismoides*. In agreement with our findings, others also observed a reduction in photosynthetic efficiency. Sosan et al. [41] measured 30%–58% reduction in Fv/Fm values in Arabidopsis when the plants were grown in the presence of high concentrations (500–3000 μg/mL) of AgNPs, indicating that the quantum efficiency of photosystem II was dramatically reduced. Jiang et al. [13] found that AgNPs inhibited the thylakoid electron transport chain which reduced both photosynthetic efficiency and the ability of the plant to protect itself from high light. It is possible therefore that the deterioration of photosynthetic efficiency in AgNP-treated plants is caused by damage to the chloroplast and/or decline in chlorophyll content. Our data lends further support to this interpretation. AgNPs reduced J_max_ (Table 3) and therefore likely inhibited NADPH production, which would result in inefficient carbon fixation within the Calvin cycle. This inefficiency is reflected by the A/Ci analysis, indicating that Rubisco regeneration, and TPU activity are all inhibited in AgNP-exposed plants [28].

### 4.2 The AgNP-affected transcriptome implies activation of defense to offset stress

To gain insight into the transcriptomic changes underlying AgNP impact on Arabidopsis, we performed an RNA-seq analysis to identify transcripts that changed in abundance in response to AgNP exposure. To reduce the probability of type-I error, we used true biological repeats which enabled us to glean those transcripts that most consistently changed in response to AgNP exposure. We detected 426 and 278 genes that significantly altered their expression in response to AgNP- and AgNO_3_-treatment, respectively. These two DEG sets overlapped only by 39 genes, (Fig. 3). Previous microarray-based transcriptomic data corroborate our results: Kaveh et al. [10] identified 375 and 141 Arabidopsis DEGs in response to AgNPs and AgNO_3_, with 44 genes responding to both, indicating considerable difference between the impact caused by particulate metallic and Ag ^+^ ionic forms of silver on the transcriptome in Arabidopsis. Proteomic analysis in tobacco found a much greater concordance between the AgNP and the AgNO_3_ response: between sets of 58 AgNP- and the 67 AgNO_3_-responsive proteins, as many as 55 overlapped [27].

To further reduce the possibility of type-I error, we focused our analysis on DEGs that passed FDR correction at p ≤ 0.05. GO enrichment analysis of the FDR-corrected gene set demonstrated that AgNPs affected cell wall metabolism and triggered a stress response that had salicylic acid-mediated pathogen defense-like features (Fig. 4). Despite the defense-like gene expression pattern, we find it unlikely that AgNP-induced stress may be perceived by the plant as an attack by an obligate pathogen, because transcript levels of such key defense response regulators as NPR1, EDS1, PAD4, SAG101 and LSD1 remained unchanged in AgNP-treated plants (Supplemental File 1). It is more likely that the immune-like response may have been the corollary of stress-signaling pathways. A potential link between the signs of altered cell wall biogenesis and activated pathogen defense is suggested by the approximately 4-fold up-regulation of the cell wall-associated oligogalacturonide-binding kinase WAK1 (AT1G21250) (Supplemental File 1), which had been shown to play a key role in initiating pathogen attack signals at the cell wall [42].

GO enrichment analysis of DEGs also demonstrated that AgNP-treated Arabidopsis plants responded to changes in redox balance (Fig. 4). The expression of the ROS-responsive calmodulin-like gene-10 (CML10, AT2G41090), a key positive regulator of ascorbate biosynthesis via the Smirnoff–Wheeler pathway, increased about 3-fold, and the expression of the myo-inositol oxygenase gene (MIOX4, AT4G26260), encoding the first step in ascorbate synthesis from myo-inositol, increased 6-fold. This suggested a significant up-regulation of ascorbate synthesis, a key scavenger of hydrogen peroxide in the apoplast and the chloroplast. This is in agreement with commonly reported observations that AgNPs cause a shift in the redox balance toward oxidative conditions, as documented by experimental measurements of an increase in reactive oxygen species (ROS) [9,12,13,37,41,43,44]. In qPCR-based gene expression measurements, Qian et al. [26] and Nair and Chung [9] documented the up-regulation of catalase and several members of the superoxide dismutase and ascorbate peroxidase gene families in Arabidopsis and rice, respectively. Microarray results by Kaveh et al. [10] have documented the elevated expression of a peroxidase and two superoxide dismutase genes in AgNP-exposed Arabidopsis.

### 4.3 Gene expression patterns suggest AgNP-triggered interference with cell wall metabolism

Extracellular heme-peroxidases featured prominently in GO enrichment analysis. Their regulation was responsible for the overrepresentation of the extracellular region in the cellular component GO category (Supplemental file 4). Previously, experimental evidence has been provided that two of them, namely PRX64 (AT5G64100) and PRX2 (AT1G05250), are cell wall-bound [45] and that the latter plays a role in altering cell wall structure [46]. In addition to these peroxidases, we identified, in the FDR-corrected DEG set, two root-specific proline-rich extensin transcripts whose protein products act on cell wall constituents. These transcripts, namely AT1G26240 and AT1G26250, decreased 18- and 6-fold in the AgNP-treated plants, respectively (Supplemental File 1). In addition, in the non-FDR-corrected DEG set, six additional proline-rich extensin genes and a leucine-rich extensin gene were down-regulated approximately 3-fold (Supplemental File 1). Transcripts for cell wall polysaccharide-modifying enzymes such as a beta-1,3-glucanase (AT4G16260) and two pectin methylesterases (AT1G14890 and AT5G38610) were down-regulated, as well as the gene encoding polygalacturonase-inhibiting protein 1 (AT5G06860) (Supplemental File 1). It is reasonable to speculate, therefore, that the down-regulation of these genes indicate an interference with cell wall metabolism by AgNPs, which were previously shown to accumulate in the apoplast along the cell wall and cause damage in Arabidopsis [47,48]. AgNP-inflicted cell wall damage, specifically at the root, has been studied previously. Mirzajani et al. [49] showed that in rice, AgNPs penetrated the cell wall, altering cell morphology. Speranza et al. [12] observed deformed pollen grains and abnormal membrane structures beneath the wall of AgNP-treated Kiwifruit pollen. The impacts were attributed to elevated apoplastic hydrogen peroxide levels, nanoparticle aggregation in the cell wall and interference with cytoplasmic transport proteins [12,47,48].

### 4.4 Down-regulation of peroxidase genes is unique to our experimental system

While our GO enrichment results were suggestive of a disturbance in redox balance, they were not equivocally in agreement with observations from previous studies. A notable disagreement between our results and those of others was in the expression of peroxidase genes. While Nair and Chung, Kaveh et al. [10], and Qian et al. [26] reported AgNP-induced increase in peroxidase expression, we observed the down-regulation of four heme-peroxidase genes. In addition, we registered a 4.5-fold decrease in the expression level of transcription factor UBP1 (AT2G47270), which controls the balance of ROS in roots by regulating the expression of peroxidase genes [50], (Supplemental File 1). The reason for this discrepancy may be our highly stringent experimental design. While our reliance on true biological repeats mitigated type-I error, it also increased the probability that we failed to identify genes that changed in response to treatment in a less reproducible manner (type-II error).

Another reason for this discrepancy may be due to the unique features of our experiment, most notably, the use of a biological buffer to stabilize pH at 7.0 in the growth medium. We observed that the 20 nm diameter silver nanoparticles formed aggregates of 82.6 ± 43.2 nm when mixed with our culture medium (Fig. 1). Such aggregation has also been shown by Oukarroum et al. [34] who suspended AgNPs of 50 nm diameter in algal growth medium and observed that AgNPs formed aggregates of 132.8 and 215.5 nm in medium pH-adjusted at pH 4.0 and pH7.0, respectively. They observed that AgNPs had a considerably lower toxicity at pH 7.0 and caused a less significant reduction in chlorophyll content than at pH 4.0. These data indicated that the phytotoxicity of AgNPs is influenced by medium pH, likely through the modified physicochemical properties of the particles. This is supported by recent data from Biba et al. [44] who used AgNPs with polyvinylpyrrolidone (PVP) and cetyltrimethylammonium bromide (CTAB) coating and found a greater impact of the latter on the rise of ROS, the activation of antioxidant response and the abundance of proteins involved in stress-response and energy metabolism in tobacco. Stefanic et al. [27] studied AgNPs coated with CTAB, PVP, and citrate, and found that citrate-coated AgNPs had the least impact on the chlorophyll and carotenoid content of and photosynthetic efficiency in tobacco. Clearly, the physical properties of the AgNPs (shape, size, coating and aggregation) and the conditions under which they are applied (pH, ionic strength and the buffering capacity of the growth medium), and the species and age of target plants have a major influence on the impact of nanosilver. This ultimately makes comparison across various experiments difficult.

Our results are in agreement with data generated from broad range of plants including Arabidopsis [10], tobacco [44], mustard [11], arugula [51], kiwifruit [12], trumpetweed [52], pokeweed [52] and *O. alismoides* [39]. Notable exceptions are to this are the duckweed species *Lemna minor* [25] and *Spirodela polyrhiza* [13] in which AgNO3 was reported to cause a more severe toxic impact than AgNPs. Despite the differential response in duckweed species, there is an emerging paradigm that the impact of AgNPs cannot be solely attributed to the presence of silver ions, but is inherently linked to the particulate nature of nanosilver.

Despite the large body of literature, the exact molecular mechanism through which particulate silver causes phytotoxicity still remains to be unveiled. Taken together all the data presented by us and others, two models of possible mechanisms emerge. The first potential scenario is physical damage to the cell wall, and the cytoplasmic and organelle membranes of the cell. According to this possibility, AgNPs, taken up as particles by the plant [8], disrupt the integrity of subcellular structures [[12], [13], [14]], which then leads to physiological dysfunction. The second potential scenario is that the dissociation of Ag^+^ ions from nanoparticles inside the plant creates elevated Ag^+^ concentrations which then interfere with catalytic reactions and the functioning of macromolecules. According to this possibility, nanoparticles serve as highly effective delivery vehicles of metallic silver into the apoplast and symplast, and the ultimate causal agents of toxicity are still the Ag^+^ ions dissociated from them. A potential reason why this level of toxicity cannot be recreated with direct exposure of the plants to silver ions is that Ag^+^ is readily oxidized to Ag_2_O in the growth medium. Because the rate of dissolution of Ag_2_O to Ag^+^ is lower than that of Ag^0^, internalized Ag_2_O cannot create the same level localized Ag ^+^ concentrations as AgNPs. It is important to note that these two possibilities are not mutually exclusive, as internalized AgNPs can cause damage by both structural disruption and localized Ag^+^ release simultaneously.

The hypothesis that AgNP toxicity is associated with its lower degree of oxidation is testable and a worthwhile direction for future investigations. Comparative analysis of silver toxicity mechanisms in Arabidopsis and a duckweed species could also help unveil the mechanism of AgNP toxicity. Further research in this area is needed if agrochemical application of nanosilver is to be safely implemented. While a series of recent papers advocate for the use of AgNPs at low concentrations as stimulants on crops [3,[53], [54], [55]], field applications at even very low levels may harm non-target organisms. Therefore, a thorough understanding of the molecular mechanism underlying silver phytotoxicity is much needed.

## Ethics approval

Review and/or approval by an ethics committee was not needed for this study because we conducted our testing on the plant *Arabidopsis thaliana*. No animal or human subjects were involved in the study.

## Data availability statement

All RNA-seq data has been made publicly available through the GEO repository of the National Center for Biotechnology Information (https://www.ncbi.nlm.nih.gov/geo/, AgNP accession: GSE163583 and AgNO3 accession: GSE198360). Additional data will be made available upon request.

## CRediT authorship contribution statement

**Vincent Mays:** Writing – review & editing, Writing – original draft, Methodology, Investigation, Conceptualization. **Natalie Smith:** Writing – review & editing, Writing – original draft, Visualization, Validation, Investigation, Data curation. **Cody Pham:** Writing – review & editing, Writing – original draft, Visualization, Validation, Investigation, Data curation, Conceptualization. **Margaret White:** Writing – review & editing, Writing – original draft, Visualization, Validation, Investigation. **Qihua Wu:** Writing – review & editing, Methodology, Investigation. **Alexander Linan:** Writing – review & editing, Writing – original draft, Methodology, Conceptualization. **Jacob Berry:** Writing – review & editing, Methodology, Investigation, Data curation. **D. Alexander Wait:** Writing – review & editing, Writing – original draft, Methodology, Formal analysis, Data curation, Conceptualization. **Laszlo Kovacs:** Writing – review & editing, Writing – original draft, Supervision, Project administration, Funding acquisition, Data curation.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

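The samples were whole 14-day-old Arabidopsis seedlings grown on control medium or on medium with 4 μg/mL AgNO3, with 3 RNA-seq libraries per group, numbered 3, 4 and 5. The authors trimmed the paired reads, mapped them to TAIR10 with CLC Genomics Workbench and deposited 1 table with a row per gene. The read count values per gene (unique and total exon reads, and total gene reads) were made by the authors by counting mapped reads, and are deposited without normalization. The RPKM values were computed by the authors from these reads, exon length and library total, and equal the deposited expression values. The p-value and FDR columns, with the fold change and the Bonferroni column beside them, were computed by the authors with the EDGE exact test of the same software. The table held 32833 genes. A further 1 row without a gene name, a tally by the authors, was left out, and 17 genes whose symbols had been turned into dates are given by their gene identifier.

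Total exon reads were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes passing filterByExpr with a minimum count of 10 were kept (20891 genes), scaled with TMM factors and tested with the robust quasi-likelihood test of edgeR, without a block. The thresholds were an unadjusted p of at most 0.05 with at least 2-fold change, as in the paper, and a Benjamini-Hochberg adjusted p of at most 0.05 with at least 2-fold change. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the 40 lists. Of these lists, 32 were written by hand from known function and 8 by a rule on identifiers or on the paper's categories. No list passed fry's directional test, where the smallest adjusted p was 0.059. Its test without regard to direction passed root transport (adjusted p = 0.0020), endodermal barrier and class III peroxidase genes (0.029 each), among others. The lists, thresholds, tests and 15 alternatives were set before the data were examined, and the lists after the paper's supplementary tables had been read. A further 3 alternatives were added after seeing the data: an offset for exon length in each library, that offset with the replicate block, and both libraries of repeat 3 left out.

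Named genes follow a rule set before the data were examined: the genes that the paper names in its RNA-seq results, discussion or Supplemental File 3; genes passing adjustment (none did); the 10 higher and 10 lower genes with the smallest p among those whose AgNO3 libraries all lie on the same side of all controls; and up to 4 members with the smallest p of each list described (10 lists). The rule was written after the paper's supplementary tables had been read. It gave 93 genes. A gene outside this rule is said to be so where it is named.

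The labels number the libraries 3, 4 and 5 in both groups, and the paper describes its repeats as made one after another. Over the tested genes, the deviations from the group mean correlated at 0.54, 0.66 and 0.21 between same-numbered libraries, and at -0.62 to 0.33 between others, so the numbers were taken to pair the libraries. The 0.21 of number 5 was below the 0.33 and 0.32 between numbers 4 and 5, so these values do not by themselves show pairing for number 5. The main test had no block, and a test with the number as a block was an alternative. Library totals had a median of 65029828 reads in control and 74981494 in AgNO3. The tests were also tested on simulated data with the means and variation of these libraries, but without pairing by number. With 50 genes changed at each size, the quasi-likelihood test called 26% at 2-fold, 80% at 4-fold, 98% at 8-fold and 100% at 16-fold without adjustment. PCR1 had too few reads to be tested.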

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

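The lists below are groups of genes that the paper does not discuss, or discusses in part, for which camera's adjusted p was at most 0.05 and the median of the list lay, in every AgNO3 library, beyond that of every control. With a camera correlation estimated from the data, none of them passed, nor did any in fry's directional test. Of the tests below, the length offset tests and the comparison with other splits were chosen before their results were seen, and the other tests after.

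Higher with AgNO3 were the endodermal barrier genes (median log2 fold change 1.266), the root transport and identity markers (1.024), the iron deficiency response (1.096) and the major latex protein-like family (1.266). Lower were ethylene perception and response (-0.5973), chlorophyll biosynthesis (-0.4241) and shoot markers outside the light reactions (-0.4448). Over the analyses tried the medians kept their signs, from 1.12 to 1.68 for the endodermal genes, from 0.80 to 1.06 for root transport, from 0.56 to 1.26 for iron deficiency, from 0.40 to 1.54 for the major latex protein-like family, from -0.67 to -0.43 for ethylene, from -0.51 to -0.24 for chlorophyll biosynthesis and from -0.52 to -0.24 for the shoot markers.

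More genes were higher than lower with AgNO3 (12.16 per gene lower). A candidate technical explanation is the different representation of short and long genes, since the shortest class took more reads in AgNO3 3. With an exon length offset in each library the ratio was 4.211, above the 1.5 set as the limit, which argues against length as the only cause. Without AgNO3 3 the ratio was 6.134, which argues against that library as the only cause, and without control 4 it was 2.971. The 10 splits of the 6 libraries into 3 against 3 cannot give a share under 0.05 (the smallest is 0.1). The real split called 579 genes, 5 of the 10 splits, the real split included, called as many, and the highest other split called 5055. If the numbers pair the libraries, the other 3 splits that part every pair called 49, 70 and 108. Only 4 splits part every pair, the real one included, too few to tell the real split from chance. The splits that called more than the real split (1260, 1508, 3126 and 5055) all put control 3 and AgNO3 3 on the same side. This sets repeat 3 apart from the others. A biological change and a difference in growth between the groups both remain open.

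Endodermal barrier and root transport genes were higher together. With the exon length offset, the median over their 50 genes was 1.127. The median exon lengths of the lists were 1877 and 2111, against 1759 over all genes tested. More reads in short genes would hardly raise lists of such lengths, so the offset could hardly have removed the rise and is no test of it. A larger share of root RNA in the AgNO3 samples would raise root tissues alike, but the endodermal genes had a mean log2 fold change of 1.301 (SD 0.83) and the root hair genes of 0.33 (SD 1.26), a difference with a permutation p of 0.00189 over genes. This does not exclude it. The endodermal list was picked for this test because it stood out in these libraries, 6 of its genes and none of the root hair genes are among the paper's 278 DEGs, and the difference (0.97) is smaller than the SD of the root hair genes. Outside these 278 the difference was 0.73 (permutation p = 0.04493). A larger share of root RNA, a change in single root tissues and a change in expression all remain open.

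Plastid-encoded genes were lower with AgNO3. Control 5 held 12.28% of its reads in organelle and rRNA genes, and without it the median of the plastid-encoded genes was -0.13. Nuclear rRNA genes held 8.00% of its reads, against 0.463% to 0.986% in the other libraries. Its plastid share (4.01%) and mitochondrial share (0.267%) were also the highest, so these classes were raised together. That library was chosen for this test because its share of such reads stood out. The value shows that the size of the median rests on control 5 and does not test why. With camera's preset correlation the list still passed in each of the 17 analyses that kept these genes (adjusted p up to 0.027). Whether these reads were kept in making that library or reflect the seedlings stays open.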

How the results depend on the processing

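The alternatives set before the data were examined were DESeq2, edgeR's exact test, RLE factors, library totals, no filter, unique reads, gene reads, leaving out organelle and rRNA genes, the replicate block, and leaving out each library in turn. The exon length offset, that offset with the replicate block and both libraries of repeat 3 left out were added after seeing the data. Against the 579 DEGs (535 higher, 44 lower, 0 after FDR correction, 38 shared with AgNP), the results kept their direction and side of the threshold in 2077 of the comparisons for single genes and lists, were weaker in 97, stronger in 60 and reversed in 151. Values are log2 fold changes for genes and median log2 fold changes for lists, and the cause was not tested. Total reads were similar between libraries, but the TMM factors were not. They were 0.535 in AgNO3 3 and 0.647 in control 3, against 1.48 in control 4 and 1.50 in AgNO3 4. Genes under the filter were not tested.

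With DESeq2, counts past 1.5 times were: DEGs 897, lower DEGs 100, DEGs after FDR correction 47, DEGs shared with AgNP 58.

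With edgeR's exact test, counts past 1.5 times were: lower DEGs 78, DEGs after FDR correction 20.

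With library totals only, counts past 1.5 times were: lower DEGs 15. The sign turned for: AT2G43590 -0.25, ABC4 -0.017, light-harvesting proteins -0.062, nuclear photosystem and electron transport subunits -0.011, the paper's photosynthesis-related genes -0.053.

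With no filter, counts past 1.5 times were: lower DEGs 83.

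With the replicate block (the pairing of same-numbered libraries), counts past 1.5 times were: higher DEGs 804, DEGs shared with AgNP 70. The sign turned for: AT2G43590 -0.37, GASA6 -0.13, light-harvesting proteins -0.052, nuclear photosystem and electron transport subunits -0.0056, heat shock proteins -0.15.

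The replicate block gave 840 DEGs (804 higher, 36 lower). It brought PER69, AT3G16670, RAP2-3, ERF2, ETR2, ERS2 and LHCB4.3 past the threshold, with the root hair list (block adjusted p = 0.0099, against 0.13, and 0.58 with an estimated correlation, with a range from 2.3e-06 to 0.97 over all analyses) and the GO cell wall list, and took AT1G26240, CYP71A12, CCSA, RPS14_2, RBCL and PSBE, the sugar starvation list (0.090, with a range from 0.00021 to 0.53) and the GO stress list below it. It also ended the calls on PRP1, AT2G24980, RCI2A, XERO2, NAD2B, RPL2 and COX1, which the naming rule does not cover. Among the genes and lists named in the text, it changed no call other than these.

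With the exon length offset, counts past 1.5 times were: lower DEGs 142, DEGs after FDR correction 1, DEGs shared with AgNP 69. The sign turned for: PCC1 -0.20, CML47 -0.089, CML41 -0.11, AT2G43590 -0.57, PER2_2 -0.11, PGIP1 -0.10, STIC2 -0.087, NPR1 0.13, EDS1 0.15, GASA6 -0.46, SAR1A -0.12, light-harvesting proteins -0.28, nuclear photosystem and electron transport subunits -0.46, copper homeostasis -0.11, metallothionein, phytochelatin and glutathione synthesis -0.025, the paper's AgNP stress signalling -0.25, the paper's photosynthesis-related genes -0.25, the paper's defence regulators 0.15, the paper's other named genes -0.12.

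With the exon length offset and the replicate block, counts past 1.5 times were: lower DEGs 78, DEGs shared with AgNP 67. The sign turned for: CML47 -0.21, AT2G43590 -0.70, PGIP1 -0.13, STIC2 -0.065, NPR1 0.11, EDS1 0.16, GASA6 -0.56, SAR1A -0.12, LHCB1.1_1 -0.0070, light-harvesting proteins -0.28, nuclear photosystem and electron transport subunits -0.45, copper homeostasis -0.11, metallothionein, phytochelatin and glutathione synthesis -0.089, salicylic acid defence 0.14, heat shock proteins -0.072, the paper's AgNP stress signalling -0.26, the paper's AgNP cell wall genes -0.011, the paper's photosynthesis-related genes -0.24, the paper's defence regulators 0.16, the paper's other named genes -0.097.

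With both libraries of repeat 3 left out, counts past 1.5 times were: DEGs 1048, higher DEGs 958, lower DEGs 90, DEGs shared with AgNP 78. The sign turned for: ACD6 0.040, LLP 0.36, CML41 -0.10, AED1 0.97, AT2G43590 -0.77, AT1G26250 0.14, AT1G14890 -0.31, DVR -0.14, ABC4 -0.33, STIC2 -0.13, UPB1 -0.067, GASA6 -0.72, ACT2 0.11, LHB1B1 -0.028, LHCB1.1_2 -0.036, LHCB1.1_1 -0.089, light-harvesting proteins -0.15, nuclear photosystem and electron transport subunits -0.18, metallothionein, phytochelatin and glutathione synthesis -0.12, salicylic acid defence 0.30, extensins and proline-rich cell wall proteins 0.48, sugar starvation and dormancy -0.16, sulfur deficiency response 0.21, the paper's AgNP biotic stress 0.19, the paper's photosynthesis-related genes -0.19, GO response to stress 0.26.

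Leaving out each library in turn gave these ranges of counts: DEGs 247 to 1075, higher DEGs 209 to 998, lower DEGs 22 to 104, DEGs shared with AgNP 19 to 64. It gave these ranges where the sign turned: PCC1 -1.43 to 3.45, LLP -0.92 to 0.92, CML10 -0.75 to 0.44, CML47 -0.32 to 0.86, AT5G44568 -0.063 to 1.38, AED1 -1.68 to 0.76, AT2G43590 -1.53 to 0.82, PER2_2 -0.53 to 1.07, AT1G26250 -1.79 to 0.43, AT4G16260 -0.53 to 1.44, AT1G14890 -0.43 to 1.36, AT5G38610 -0.75 to 2.39, LHCB2.4 -0.89 to 0.41, DVR -0.052 to 0.65, PPL1 -0.27 to 0.097, ABC4 -0.11 to 0.33, STIC2 -0.21 to 0.83, NPR1 -0.31 to 0.10, EDS1 -0.50 to 0.43, UPB1 -0.24 to 2.17, GASA6 -1.09 to 0.81, SAR1A -0.32 to 0.87, LHB1B1 -0.60 to 1.56, LHCB1.1_2 -0.78 to 1.55, LHCB1.1_1 -1.03 to 1.61, light-harvesting proteins -0.89 to 0.69, nuclear photosystem and electron transport subunits -0.85 to 0.76, Calvin cycle enzymes -0.86 to 0.31, copper homeostasis -0.33 to 0.77, metallothionein, phytochelatin and glutathione synthesis -0.39 to 0.54, reactive oxygen scavenging enzymes -0.39 to 0.16, salicylic acid defence -0.15 to 0.40, jasmonate response -0.084 to 0.90, extensins and proline-rich cell wall proteins -0.94 to 0.33, cold and abscisic acid response -0.28 to 0.49, sugar starvation and dormancy -0.30 to 0.51, arabinogalactan proteins -0.37 to 1.79, heat shock proteins -0.23 to 0.61, the paper's AgNP stress signalling -0.30 to 0.86, the paper's AgNP biotic stress -0.78 to 0.79, the paper's AgNP cell wall genes -0.64 to 0.75, the paper's photosynthesis-related genes -0.24 to 0.21, the paper's defence regulators -0.20 to 0.43, the paper's other named genes -0.24 to 0.81, GO response to stress -0.66 to 0.73, GO response to oxidative stress -0.75 to 0.44, GO cell wall -0.53 to 1.25, GO extracellular region -1.03 to 0.76. Without control 4 the median log2 fold change of all genes was 0.129.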

Differences from the paper's values

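The paper reports 278 DEGs at its unadjusted p and 2-fold thresholds, against 579 found here. Of the alternatives set before the data were examined, only leaving out control 4 (413) or control 5 (247) comes within 1.5 times of the paper's value, and the others do not. The paper's supplementary table has 248 DEGs higher, against 535 found here; again only leaving out control 4 (309) or control 5 (209) comes within 1.5 times. Of the authors' 278 genes, 277 were tested here, all with the same direction, and 194 were called; 385 genes were called here and not by the authors.

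After FDR correction the paper reports 2 DEGs, against 0 found here. No alternative set before the data were examined gives the paper's count: DESeq2 gives 47, edgeR's exact test 20 and the others 0. The genes that the paper calls, AIR1 and MLP328, are called by DESeq2 and by edgeR's exact test. The exon length offset, chosen after seeing the values, calls 1 gene, AIR1, and drops 1 of the paper's 2, MLP328. The authors' own p, adjusted over the genes tested here, gives 2.

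For MLP328, the paper's qPCR gives a log2 fold change of 2.325, and the libraries give 3.018. The samples and scale differ: the qPCR also used RNA of a repeated experiment and was scaled to ACT2 or SAR1A. In the libraries ACT2 had a log2 fold change of -0.23 and SAR1A of 0.49, so scaling to SAR1A would lower the library value and scaling to ACT2 would raise it. Of the alternatives set before the data were examined, library totals only (2.765), leaving out control 3 (2.793) and leaving out AgNO3 3 (2.571) come within a standard error of the paper's value, and the others do not. The alternatives chosen after seeing the values give 2.38 (exon length offset), 2.529 (offset and block) and 2.348 (both libraries of repeat 3 left out), and drop 80, 87 and 96 of the authors' 278 genes.

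The paper's supplementary table counts AT3G16670 and PER69 among the DEGs, and neither was called here (log2 fold changes -1.56 and 1.50). AT3G16670 is called by DESeq2, with library totals only, with the replicate block and without AgNO3 3. PER69 is called by DESeq2, by edgeR's exact test, with library totals only, with no filter, with the replicate block, without control 3 and without AgNO3 4. The alternatives chosen after seeing the values, which are the exon length offset with and without the block and both libraries of repeat 3 left out, call both. Of the authors' 278 genes, these call 198 with the offset, 191 with the offset and block and 182 without repeat 3, and so drop the rest.

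The paper states that the stress-response and cell wall genes that changed with AgNP did not change with AgNO3. Of 22 such genes tested here, 3 were called at the unadjusted threshold, all lower as with AgNP. These were the peroxidase genes PER59 (log2 fold change -4.26) and PER10 (-2.99) and the extensin gene AT1G26240 (-5.80). None of the 3 passed adjustment in the quasi-likelihood test. PER59 did in edgeR's exact test and in DESeq2, which also called unchanged genes in the simulation. AT1G26240 is itself among the paper's AgNO3 DEGs at unadjusted p, so it is no difference from the paper's data. The other 19 were not called. PER59 and PER10 were called in every analysis tried here, but the authors' EDGE exact test gave both a p of 0.50. Reads in the AgNO3 libraries were few, 3 to 6 for PER59 and 5 to 14 for PER10. AT1G26240 was not called with the replicate block, with DESeq2, without control 3 or without AgNO3 3. Nor was it called with the exon length offset and block or with both libraries of repeat 3 left out, which were added after seeing the data.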

Other observations

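Oxidative stress and detoxification markers were higher as a list (median log2 fold change 0.37 over 19 genes, camera adjusted p = 0.0044, and adjusted p = 0.50 with an estimated correlation), with GSTU8 (2.24) and GSTU25 (2.56) higher; the replicate block called 4, and without control 4 the list did not pass. Calvin cycle enzymes were lower as a list (median -0.44 over 17 genes, camera adjusted p = 0.0023, and adjusted p = 0.57 with an estimated correlation), and no gene passed. Without control 3 this median was 0.31, and the list did not pass without control 3 or without AgNO3 4. Extensins and proline-rich cell wall proteins were lower as a list (median -0.60 over 24 genes, camera adjusted p = 0.00049, and adjusted p = 0.68 with an estimated correlation), with AT4G13390, AT1G26240, PRP1 (-3.06) and AT2G24980 (-1.80) lower. With the replicate block only AT4G13390 of these was lower. The direction of this list depends on repeat 3: without both its libraries, a choice made after seeing the data, the list passed with a positive median (0.48, camera adjusted p = 1.3e-06, with a range from 1.6e-09 to 0.46 over all analyses tried). Without control 3 the median was 0.33, and the list did not pass without control 3, without AgNO3 3 or with the exon length offset and block. The sulfur deficiency response was lower as a list (median -0.70 over 13 genes, camera adjusted p = 0.00037, and adjusted p = 0.57 with an estimated correlation), with GGCT2;1 (-1.57) lower, and a median of 0.21 without both libraries of repeat 3; it did not pass without control 3 or without AgNO3 3. Genes of this part that the naming rule does not cover (GSTU8, GSTU25, PRP1, AT2G24980, GGCT2;1, ZIP2, MDAR3, WRKY54, ALD1, RCI2A, XERO2, RCI2B, BHLH83, NAD2B, RPL2 and COX1) were chosen after their values were seen.

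Mitochondrion-encoded genes had a median of -0.68 over 45 genes (camera adjusted p = 1.3e-06, and adjusted p = 0.57 with an estimated correlation), with NAD2B, RPL2 and COX1 lower and none called with the replicate block. Without control 5 this median was -0.18 and the list did not pass. The 4 nuclear rRNA genes had a median of -1.48 (camera adjusted p = 0.0094, and adjusted p = 0.57 with an estimated correlation), and did not pass without control 3, control 5, AgNO3 4 or AgNO3 5. Sugar starvation and dormancy genes had a median of 0.19 over 11 genes (camera adjusted p = 0.030, and adjusted p = 0.65 with an estimated correlation), with no gene called, and the list did not pass with DESeq2, edgeR's exact test or the replicate block, nor without control 3, AgNO3 3, AgNO3 4 or both libraries of repeat 3.

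In these lists camera's adjusted p was above 0.05 with TMM factors and no block: copper homeostasis (median 0.27, ZIP2 higher), metallothionein, phytochelatin and glutathione synthesis (median 0.28, direction down), reactive oxygen scavenging (median -0.15, MDAR3 higher), salicylic acid defence (median -0.083, direction up, WRKY54 and ALD1 higher), jasmonate response (0.43), root hair genes (0.56, BHLH83 higher and XTH26 lower), cold and abscisic acid response (0.26, RCI2A, XERO2 and RCI2B higher) and heat shock proteins (0.13, direction down). Some of these lists passed under alternatives. Root hair genes passed with the replicate block, without control 3, without both libraries of repeat 3 and with the exon length offset and block (medians from 0.45 to 0.82). Reactive oxygen scavenging enzymes passed without control 4, without AgNO3 3 and with the exon length offset with and without the block (medians from -0.39 to -0.28). Salicylic acid defence passed without both libraries of repeat 3 (median 0.30), and heat shock proteins without AgNO3 3 (0.61) and without both libraries of repeat 3 (0.44). With the replicate block RCI2A and XERO2 were not called. Of the genes that the paper names, none of its defence regulators was called (NPR1 -0.11, EDS1 -0.058, PAD4 0.55, SAG101 0.83, LSD1 -0.22; median -0.058, mean 0.20). Its other photosynthesis-related genes DVR (0.44), PPL1 (-0.064), ABC4 (0.18) and STIC2 (0.56) were not called (list median 0.057, mean -0.085), and without AgNO3 3 that list passed in the lower direction (median -0.24, camera adjusted p = 0.034, with a range from 0.034 to 0.87 over all analyses tried). The list of its cell wall genes had a median of 0.39 and a mean of -0.67, and did not pass. Its other named genes passed as a list (median 0.49, camera adjusted p = 0.0080, and adjusted p = 0.57 with an estimated correlation), while UPB1 (1.71), GASA6 (0.41), RAP2-3 (-0.87) and AT1G77330 (0.77) were not called. The 2 called members of the list, AIR1 and MLP328, are those that passed the paper's FDR correction in these same libraries, so the list is no independent test. That list did not pass without control 4, without control 5, without AgNO3 3 (median -0.24), with the exon length offset and block or without both libraries of repeat 3, and with the exon length offset its median was -0.12. The list of its stress signalling genes had a median of 0.16 and its biotic stress genes of -0.37, and neither passed. Its extracellular peroxidases, the same genes as the GO heme binding list, had a median of -1.46 and passed (camera adjusted p = 0.0021, and adjusted p = 0.50 with an estimated correlation), but not without control 3, AgNO3 4 or AgNO3 5.

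Every AgNO3 library lay above every control in 1130 genes (5.41%) and below every control in 688 (3.29%). Chance gives 5% in each direction (10% together) only if all 6 libraries are exchangeable, and a pairing by repeat number would break that. In the other 3 splits that part every pair, the share of genes with no overlap was 2.14%, 2.72% and 5.26%, against 8.70% in the real split. The other 6 splits gave from 4.51% to 38.6%, so these shares do not show whether the real split is above chance.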
